# Somatic CRISPR/Cas9-mediated tumour suppressor disruption enables versatile brain tumour modelling

**DOI:** 10.1038/ncomms8391

**Published:** 2015-06-11

**Authors:** Marc Zuckermann, Volker Hovestadt, Christiane B. Knobbe-Thomsen, Marc Zapatka, Paul A. Northcott, Kathrin Schramm, Jelena Belic, David T. W. Jones, Barbara Tschida, Branden Moriarity, David Largaespada, Martine F. Roussel, Andrey Korshunov, Guido Reifenberger, Stefan M. Pfister, Peter Lichter, Daisuke Kawauchi, Jan Gronych

## Abstract

*In vivo* functional investigation of oncogenes using somatic gene transfer has been successfully exploited to validate their role in tumorigenesis. For tumour suppressor genes this has proven more challenging due to technical aspects. To provide a flexible and effective method for investigating somatic loss-of-function alterations and their influence on tumorigenesis, we have established CRISPR/Cas9-mediated somatic gene disruption, allowing for *in vivo* targeting of TSGs. Here we demonstrate the utility of this approach by deleting single (*Ptch1*) or multiple genes (*Trp53, Pten, Nf1*) in the mouse brain, resulting in the development of medulloblastoma and glioblastoma, respectively. Using whole-genome sequencing (WGS) we characterized the medulloblastoma-driving *Ptch1* deletions in detail and show that no off-targets were detected in these tumours. This method provides a fast and convenient system for validating the emerging wealth of novel candidate tumour suppressor genes and the generation of faithful animal models of human cancer.

## Abstract (web summary)

Gene transfer is a powerful technique to investigate the mechanistic basis of tumorigenesis. Here Zuckermann *et al*. adapt CRISPR/Cas9 genome editing to target potential oncogenes somatically *in vivo*, establishing a fast and convenient system for validating novel genetic candidates.

Modelling cancer in mice through engineering of candidate genes in the germline has long been the gold standard for the validation of putative oncogenes or tumour suppressor genes (TSGs). For TSGs, whereby loss-of-function (LOF) mutations act as a driver for malignant transformation, this has traditionally been accomplished using constitutive or cell-type-specific knockout strategies mediated by homologous recombination in embryonic stem cells. Although this allows evaluation of cell-type-specific susceptibility to malignant transformation, generation of genetically engineered mouse models (GEMMs) is a time-consuming process. For *in vivo* investigation of a large number of molecular alterations, such as the many new candidates currently emerging from large-scale tumour genome-sequencing efforts^1^, a faster and more flexible method is required. We therefore sought to adapt the CRISPR/Cas9-guided endonuclease technique^2^,^3^,^4^ for the somatic disruption of candidate TSGs and thereby complement aforementioned already existing models like GEMM. The locus-specific cutting by the Cas9 nuclease is mediated by a guide-RNA (gRNA) encoded on the same vector, targeting a 20mer cognate sequence in the genome. Upon introduction of a double-strand break, erroneous non-homologous end-joining (NHEJ) repair evokes insertions/deletions (indels) and potential frameshift mutations, typically resulting in LOF of the target gene^5^.

While there have been reports of cancer modelling using somatic transfer of CRISPR/Cas9 to the lung by viral-mediated transduction^6^ or to the liver by hydrodynamic injection^7^, here we aimed at using somatic gene transfer of CRISPR/Cas9 to induce brain tumours. We therefore applied polyethylenimine (PEI)-mediated transfection^8^ or *in utero* electroporation of the developing brain^9^. These techniques do not suffer from size limitations applying to viral vectors, are mouse strain independent, provide tissue specificity and yet can be adapted to target a variety of different mouse tissues. We further sought to use these systems to induce specific types of brain tumours.

As a model system, we first focused on sonic hedgehog (SHH) medulloblastoma (MB)^10^, a malignant childhood brain tumour^11^. Genomic studies have delineated four distinct MB subgroups, each with characteristic molecular and clinical features^10^,^12^. SHH subgroup MBs originate from granule neuron precursors (GNPs), a cell type that is exclusively present in the developing cerebellum, and whose proliferation is regulated by the SHH pathway^13^. Germline mouse models that harbour heterozygous deletion of the *Ptch1* gene (i.e., *Ptch1*^*+/−*^), encoding an essential negative regulator of the SHH pathway, develop aberrant clusters of GNPs, so-called ‘preneoplastic hyperplasia’. In 14–20% of these animals, these clusters continue malignant transformation and form full-blown SHH MB within 3 months^14^,^15^. The efficiency of tumor development can be increased by inducing conditional homozygous *Ptch1* deletion in relevant stem/progenitor cell populations^16^,^17^ or by breeding *Ptch1*^*+/−*^ mice to a *Trp53*-null background^18^, which is also seen in a proportion of patients with highly aggressive human SHH MB^19^. Based on this data, we aimed to somatically disrupt *Ptch1* using *in vivo* transfection (P0) and *in utero* electroporation (E13.5) of plasmids encoding both the Cas9 nuclease and a gRNA targeting the endogenous *Ptch1* locus. Using these approaches we were able to induce tumours resembling MB with a high penetrance. Next generation sequencing of these tumours showed large on-site deletions disrupting the *Ptch1* locus whereas no off-target could be detected.

Furthermore, we sought to extend the utility of this approach to glioblastoma (GBM), the most aggressive primary brain tumor^20^. These astrocytic tumours originate from neural stem or glial progenitor cells primarily in the forebrain^21^,^22^ and frequently harbour mutations in the key TSGs *P53, PTEN* and *NF1* (refs 23, 24). Previously, it was shown that *hGFAP-Cre;Nf1*^*f/+*^*;Trp53*^*f/f*^*;Pten*^*f/+*^ mice develop tumours resembling human glioblastoma with high penetrance^25^,^26^. To model these tumours somatically with the CRISPR/Cas9 system, we used *in utero* electroporation of the developing prosencephalon^9^. By delivering three plasmids simultaneously, encoding Cas9 together with gRNAs targeting *Nf1*, *Trp53* and *Pten*, we were able to induce highly aggressive tumours, resembling human GBMs in all of the animals (Fig. 1a).

Collectively, in this study we show that the CRISPR/Cas system can be used to somatically induce LOF mutations in the murine brain leading to the induction of various, specific types of brain tumours with high penetrance. This approach will foster the *in vivo* validation of TSGs identified in recent next generation sequencing studies.

## Results

### Postnatal somatic CRISPR/Cas-mediated deletion of *Ptch1*

We first tested a set of vectors (pX330) carrying *Cas9* and gRNAs targeting *Ptch1 in vitro* using NIH3T3 cells. The two most effective gRNAs as assessed by SURVEYOR assays (designated *Ptch1.1* and *Ptch1.3*, targeting the second exon of *Ptch1*; Supplementary Fig. 1) were used for further *in vivo* analysis. For postnatal delivery of pX330 plasmids targeting *Ptch1* to GNPs, we applied PEI-mediated *in vivo* transfection by stereotactic injection into the neonatal cerebellum (P0) of wild-type (WT) mice. Successful targeting of the cerebellum was confirmed by trypan blue injection (Supplementary Fig. 2a). Expression of transfected plasmids was assessed by co-transfection of a luciferase-encoding plasmid and subsequent bioluminescence imaging (Supplementary Fig. 2b). We confirmed successful indel formation centred around the *gPtch1.1* site *in vivo* at postnatal day P7 by targeted deep sequencing (Supplementary Fig. 3). Despite successful disruption of the *Ptch1* TSG, none of these animals developed MB within a period of 6 months (Table 1). Histologic analysis of brains 8 weeks after birth, however, revealed a small neoplastic lesion characterized by aberrant accumulation of GNP-like cells on the surface of the cerebellum that was restricted to a single folium (Fig. 1b; Table 1). This is consistent with previously published data in which *Ptch1* germline deletion leads to the induction of ‘preneoplastic lesions’ visible 3–6 weeks after birth^27^. These cells were still proliferating, as indicated by immunopositivity for the proliferation marker PCNA (Supplementary Fig. 4).

Germline deletion of the *Trp53* tumour suppressor locus increases the efficiency of SHH MB induction in mice^18^. We therefore PEI-transfected *gPtch1.1*/*Cas9* or *gPtch1.3*/*Cas9* into the developing cerebellum (P0) of *Trp53*^*+/−*^ and *Trp53*^*−/−*^ animals. One of the *Trp53*^*+/−*^ mice showed a small neoplastic lesion similar to the lesion we found in the WT animal (*n*=1/5). The *Trp53*^*−/−*^ animals, however, started to develop neurological symptoms after ∼5 weeks (Supplementary Fig. 5). Post mortem histological assessment revealed presence of tumours resembling the histology of human MB (Fig. 1c). In total we observed tumours in 8/10 animals (Table 1). As controls, we used the pX330 plasmid encoding a non-target gRNA (gNT) together with *Cas9*. None of these animals developed any pre-neoplasia or tumours (Table 1). This demonstrates that postnatal somatic gene transfer using *in vivo* transfection to transiently express Cas9 and a *Ptch1* targeting gRNA is sufficient to induce MB in *Trp53*-knockout mice (‘CRISPR-Ptch1 (TF)’).

### MB induction in WT animals using *in utero* electroporation

Homozygous deletion of *Ptch1* in ventricular zone stem cells (*hGFAP-Cre;Ptch1*^*fl/fl*^) at prenatal stages induces MB with a high penetrance and short latency^16^,^17^. As *gPtch1*/*Cas9* can potentially induce bi-allelic disruption of the *Ptch1* gene in target cells, we sought to enhance MB genesis in WT animals by using *in utero* electroporation with our targeting vector at embryonic day 13.5 (E13.5), when GNPs are born in the upper rhombic lip. To identify the cell types targeted, we used immunofluorescence staining of embryonic brains 2 days after electroporation with a *GFP*-encoding plasmid. Immunofluorescence revealed that Pax2^+^ cells (cerebellar inhibitory interneuron progenitors) and Sox2^+^ cells (neural stem cells) in the ventricular zone as well as Pax6^+^ GNPs in the upper rhombic lip were targeted by *in vivo* electroporation (Supplementary Fig. 6). We selected animals with successful gene transfer by co-electroporating a plasmid encoding a transposon-flanked luciferase gene together with a transposase gene, thereby allowing for intravital bioluminescence imaging (Supplementary Fig. 7). Of animals that were electroporated with *gPtch1*/Cas9 that showed luciferase signal after birth, 11/12 developed tumours within 16 weeks of age (Supplementary Fig. 5, Table 1). After dissection of the brain, a clear enlargement of the cerebellum could be observed (Supplementary Fig. 8). Post mortem analysis using H&E staining revealed the presence of MB encompassing the majority of the cerebellum (‘CRISPR-Ptch1 (EP)’) (Fig. 1d). As controls, we electroporated mice with a gRNA targeting *Trp53* (gTrp53) together with Cas9 but none of these mice developed a tumour (*n*=0/6; Table 1).

To verify intended deleterious *Ptch1* variants induced by *gPtch1*/Cas9, we isolated genomic DNA from the neoplastic lesions and amplified the *Ptch1* locus around the gRNA target site by PCR. Agarose gel electrophoresis showed multiple products of varying size, as compared with the normal control that yielded the expected single band (Supplementary Fig. 9). Sanger sequencing of the subcloned PCR products revealed the presence of deletions ranging from 4 to 251 bp in size. Of note, all of these deletions resulted in a frameshift of the *Ptch1* open-reading frame (Fig. 1e).

We characterized the CRISPR-Ptch1 tumours histologically in more detail to verify their phenotypic similarity to human MB. H&E staining revealed that the small preneoplastic lesions identified in the cerebellum of *gPtch1*/Cas9-injected WT and *Trp53*^*+/−*^ animals were cell-dense, circumscribed lesions and positive for the granule cell marker Pax6^28^ and the postmitotic marker p27^Kip1^ (Supplementary Fig. 10). CRISPR-Ptch1 tumours (TF and EP) were also highly proliferative (PCNA-positive) and positive for the granule cell marker Atoh1^29^, with considerably fewer postmitotic cells (p27^Kip1^) (Fig. 1f). This suggests that both types of lesions were derived from the granule cell lineage but that the tumours had an enhanced proliferative phenotype. Furthermore, the CRISPR-Ptch1 tumours showed a histological appearance reminiscent of nodular (desmoplastic) MB, the prototypic histopathological variant of SHH MB (Fig. 1g). The NeuN-positive cell clusters were intermingled with clusters of NeuN-negative but strongly with Mib1-positive proliferative tumour cells, while staining for Sfrp1, a Shh pathway target and signature gene for the human SHH MB subgroup^30^, was strongly positive. These data show that the generated CRISPR-Ptch1 tumours histologically resemble human SHH MB.

### Molecular characteristics of CRISPR/Cas-induced MB

To further examine the molecular characteristics of somatically induced CRISPR-Ptch1 MBs, we isolated total RNA from six tumours (three *in utero* electroporation on a WT background, three postnatal transfection Trp53^−/−^) and performed array-based gene expression analysis. 

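Array values of 3 CRISPR-Ptch1 tumours were analysed, 2 induced by *in utero* electroporation at embryonic day 13.5 (EP) and 1 by transfection of *Trp53*-/- mice at postnatal day 0 (TF). Other CRISPR-Ptch1 tumours were not analysed here. The reference groups were 4 tumours of germline *Ptch1*+/- mice, 5 *Atoh1-CreERT2;Ptch1* fl/fl tumours (MERP), in which both *Ptch1* alleles are deleted in granule neuron precursors by an inducible recombinase, and 4 GTML tumours, which carry an inducible *MycN* transgene. Non-tumour references were 3 samples of granule neuron precursors (GNPs) isolated between postnatal days 4 and 7 and 4 samples of adult cerebellum. The sample labels give the CD1 strain for every sample, whereas the paper's methods give C57BL/6N for the transfected mice.

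The authors had normalized the arrays by RMA, which corrects background, equalizes the distribution of values between arrays and summarizes the probes of each probe set as 1 log2 value. Array medians lay between 6.00 and 6.17, and the number of arrays per group limits the precision of every value. Of the 45101 probe sets, 34958 are annotated to 1 gene, 932 to several and 9211 to none in the annotation used here. For each of the 18194 genes, the probe set with the highest mean over the 23 arrays was taken, and groups were compared with limma in 1 model of 6 groups in which the EP and TF tumours were pooled. Despite RMA, the median over the 18194 genes was 7.52 ± 0.06 (SD, n = 3) in CRISPR-Ptch1 tumours, 7.58 ± 0.02 (n = 3) in GNPs, 7.35 ± 0.03 (n = 4) in adult cerebellum, 7.32 ± 0.07 (n = 5) in MERP, 7.15 ± 0.15 (n = 4) in GTML and 7.04 ± 0.13 (n = 4) in *Ptch1*+/- tumours. This gap bears on the balance of higher and lower genes. Neither the labels nor the paper gives an array batch, sex or age for each tumour, so that an array run cannot be told apart from a group, and the p-values measure only the spread between these samples.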

CRISPR-Ptch1 expression profiles were compared with the respective published profiles of other murine MB models as well as normal adult mouse cerebellum and postnatal murine GNPs. 

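Cell division genes were higher in CRISPR-Ptch1 tumours than in adult cerebellum, and genes of mature neurons and myelin were lower. Of 19 measured genes of proliferation, 18 were higher and 1 did not pass the test, with the same counts when adjusted over the list alone. *Mki67*, which encodes the proliferation antigen Ki-67, had a log2 fold change of 7.77 (SE 0.27, adjusted p = 9.84e-16, limma, 3 tumours against 4 cerebella). *Top2a*, a topoisomerase of dividing cells, was higher by 7.06 (SE 0.21) and *Birc5*, which encodes survivin, by 6.85 (SE 0.22), the last from a value near background in adult cerebellum (4.06). The list stood above the other genes in limma's camera test (adjusted p = 7.62e-20, and adjusted p = 0.0254 with an estimated correlation).

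Of 14 genes of granule neuron precursor identity, 9 were higher, 1 was lower and 4 did not pass (9 and 1 when adjusted over the list alone). The transcription factor *Atoh1* was higher by 6.74 (SE 0.29), the neurogenic factor *Insm1* by 6.66 (SE 0.30), the chemokine receptor *Cxcr4* by 6.48 (SE 0.38) and *Nhlh1* by 4.45 (SE 0.30). *Atoh1* and *Cxcr4* were near background in adult cerebellum (4.47 and 4.44), so their increases are lower limits. The camera test gave an adjusted p = 0.000941 for this list, and an adjusted p = 0.175 with an estimated correlation. Of 16 MYC and MYCN targets, mainly of ribosome production, 15 were higher (15 when adjusted over the list alone). Among them were *Cad*, a target of another function, by 2.54 (SE 0.15) and the nucleolar *Fbl* by 2.38 (SE 0.13). The camera test gave this list an adjusted p = 3.17e-08, and an adjusted p = 0.216 with an estimated correlation. *Ccnd2*, a cyclin induced by SHH signalling, was higher by 5.82 (SE 0.20). Microglia and macrophage genes were also higher, 10 of 12 (12 when adjusted over the list alone), with *Cd68* at 3.59 (SE 0.43) and *Aif1* at 3.52 (SE 0.31), and the list had an adjusted p = 0.000327 (adjusted p = 0.543 with an estimated correlation).

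Of 15 genes of mature granule neurons, 14 were lower (14 when adjusted over the list alone). The GABA receptor subunit *Gabra6* had a log2 fold change of -4.07 (SE 0.62) and *Cbln3* of -4.03 (SE 0.48), and the list had an adjusted p = 7.31e-07 (adjusted p = 0.252 with an estimated correlation). All 9 Purkinje cell genes were lower (9 when adjusted over the list alone), including *Pcp2* at -4.40 (SE 0.56) and the calcium buffer *Calb1* at -4.31 (SE 0.77), with an adjusted p = 2.51e-05 for the list and an adjusted p = 0.216 with an estimated correlation. All 11 oligodendrocyte genes were lower (11 when adjusted over the list alone), with *Ermn* at -5.25 (SE 0.56) and *Mobp* at -4.79 (SE 1.07), and for this list the adjusted p = 1.21e-06 became an adjusted p = 0.249 with an estimated correlation. The neurofilament gene *Nefl* was at -4.99 (SE 0.60).

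In all, 8636 of 18194 genes changed at an adjusted p under 0.05, 4798 higher and 3838 lower. The share higher was 55.6%, and 43.2% when every array was centred on the median of its named genes, an alternative chosen after seeing the data.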

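Across the 910 genes with the highest SD (the top 5%), the 3 CRISPR-Ptch1 tumours had a mean Pearson r of 0.822 ± 0.026 (SD, n = 5 arrays) with MERP tumours and of 0.811 ± 0.005 (n = 4) with *Ptch1*+/- tumours. The mean r was 0.748 ± 0.013 (n = 3) with GNPs, 0.407 ± 0.020 (n = 4) with GTML and 0.121 ± 0.014 (n = 4) with adult cerebellum. These correlations are across genes, which are not independent replicates, so the arrays were taken as units. The r of the 9 *Ptch1* model tumours exceeded that of GTML by 0.41 and that of adult cerebellum by 0.696 (exact two-sided permutation tests, p = 0.0028 for each, the smallest p these group sizes allow).

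In average-linkage clustering split into 4 clusters, all 3 CRISPR-Ptch1 tumours shared a cluster with the MERP and *Ptch1*+/- tumours, and the nearest reference array of each was MERP tumour 1, at r = 0.869 and 0.795 for EP tumours 1 and 2 and 0.886 for the TF tumour. The r with adult cerebellum was 0.117 ± 0.014 for EP tumour 1, 0.283 ± 0.015 for EP tumour 2 and -0.036 ± 0.014 for the TF tumour (SD over 4 adult arrays). When each gene was centred on its mean, EP tumour 2 lay nearest to adult cerebellum 2 (r = 0.143), while the other two remained nearest to MERP tumours. Over the top 1% of genes, neither EP tumour shared a cluster with any reference group, and the cluster of the TF tumour held GNPs as well as both *Ptch1* models.

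**Figure D1:**
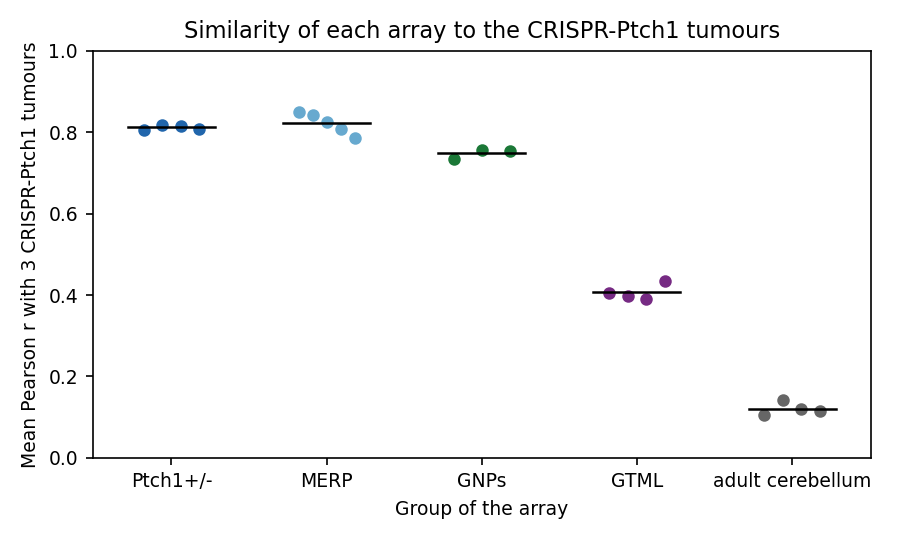
Mean Pearson r of each reference array with the 3 CRISPR-Ptch1 tumours over the 910 most variable genes. Points are arrays and lines are group means; MERP arrays lie between 0.785 and 0.85, *Ptch1*+/- arrays between 0.806 and 0.817, and GNPs between 0.733 and 0.756.

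Against MERP, 2428 genes changed, 1491 higher and 937 lower. Of the 1491, 58.8% were genes at least 2-fold higher in adult cerebellum than in *Ptch1*+/- tumours, against 16.8% of all genes. When such genes were left out, an alternative chosen after seeing the data, 548 were higher and 799 lower. Against *Ptch1*+/-, 6704 changed, 5189 higher and 1515 lower. Of the 5189, 22.8% were genes at least 2-fold higher in adult cerebellum than in MERP tumours, against 13.6% of all genes. With these left out, the same alternative, 3996 were higher and 1413 lower, so the balance did not turn as it did against MERP. The established models differed from each other by 5818 genes under the same test, 4711 higher and 1107 lower in MERP. Genes of other cell types were among those higher in both comparisons, although against *Ptch1*+/- most of their lists did not pass as a whole. Of 9 Purkinje cell genes, 7 were higher than in MERP (7 when adjusted over the list alone) and 8 higher than in *Ptch1*+/- (8 over the list alone). *Calb1* was higher by 5.61 (SE 0.74) and 5.93 (SE 0.77), respectively, and *Car8* by 5.00 (SE 0.42) and 5.39 (SE 0.44). *Calb1* was near background in both models (4.36 and 4.05), so its increases are lower limits. *Pcp2* was higher than in MERP by 4.26 (SE 0.53). The list had an adjusted p = 2.08e-08 against MERP (adjusted p = 0.0902 with an estimated correlation) and an adjusted p = 0.000856 against *Ptch1*+/- (adjusted p = 0.283 with an estimated correlation). Of 15 mature granule neuron genes, 6 were higher than in MERP and 9 did not pass (11 higher when adjusted over the list alone), and 7 were higher and 1 lower than in *Ptch1*+/- (7 and 1 over the list alone). *Gabra6* was higher by 4.73 (SE 0.60) than in MERP and 4.55 (SE 0.62) than in *Ptch1*+/-, and *Cbln3* by 3.76 (SE 0.46) and 3.97 (SE 0.48). This list had an adjusted p = 4.47e-07 against MERP (adjusted p = 0.249 with an estimated correlation) and did not pass against *Ptch1*+/- (adjusted p = 0.179).

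Microglia and macrophage genes were higher as well, 10 of 12 than in MERP (11 when adjusted over the list alone) and 11 of 12 than in *Ptch1*+/- (12 over the list alone). *P2ry12*, a receptor of resident microglia, was higher by 3.13 (SE 0.50) and 3.35 (SE 0.52), and *Aif1* by 2.19 (SE 0.29) and 3.41 (SE 0.31). *P2ry12* was at 8.87 in EP and 6.78 in the TF tumour, with which alone it did not pass against MERP (1.74, adjusted p = 0.161). The list had an adjusted p = 4.13e-09 against MERP (adjusted p = 0.24 with an estimated correlation) and 0.000111 against *Ptch1*+/- (adjusted p = 0.521 with an estimated correlation). Of 11 endothelial and pericyte genes, 6 were higher in either comparison (7 against MERP and 6 against *Ptch1*+/- when adjusted over the list alone), including *Rgs5* by 2.48 (SE 0.35) against MERP. This list had an adjusted p = 4.27e-06 against MERP (adjusted p = 0.228 with an estimated correlation) and did not pass against *Ptch1*+/- (adjusted p = 0.179). *Dcn*, a fibroblast gene, was higher by 2.18 (SE 0.37) and the myelin gene *Mobp* by 3.29 (SE 1.02) than in MERP, the latter a call lost when any of 5 arrays was left out. The values of *Mobp* were then 2.81 to 3.3 (adjusted p = 0.0588 to 0.165). The astrocyte genes *Aldoc* and *Gja1* were higher than in *Ptch1*+/- by 3.16 (SE 0.71) and 2.37 (SE 0.38), while the astrocyte list as a whole did not pass there (adjusted p = 0.103). Against MERP, 4 of 11 astrocyte genes were higher (7 over the list alone; adjusted p = 0.0016, adjusted p = 0.512 with an estimated correlation). So were 5 of 11 oligodendrocyte genes (9 over the list alone; adjusted p = 0.000618, adjusted p = 0.49 with an estimated correlation). Of 9 genes of meninges and fibroblasts 4 were higher (6 over the list alone; adjusted p = 9.81e-05, adjusted p = 0.0902 with an estimated correlation).

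Immediate early genes, which respond within minutes to stimulation, were lower, 7 of 11 than in MERP (9 when adjusted over the list alone) and 9 of 11 than in *Ptch1*+/- (9 over the list alone). *Fos* had log2 fold changes of -3.99 (SE 0.41) and -4.59 (SE 0.43), *Egr1* of -2.57 (SE 0.31) and -3.13 (SE 0.32), and *Fosb* of -5.28 (SE 0.67) against *Ptch1*+/-. The mean of *Fosb* in CRISPR-Ptch1 tumours, 3.97, lay below the lower quartile of these arrays (4.42 to 4.44), so its decrease is a lower limit. The list had an adjusted p = 7.27e-08 against MERP (adjusted p = 0.136 with an estimated correlation) and 1.63e-09 against *Ptch1*+/- (adjusted p = 0.0902 with an estimated correlation).

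Control probe sets differed in part between these groups. The bacterial controls had mean log2 values of 8.80 to 9.04 on CRISPR-Ptch1 and 9.22 to 10.86 on MERP arrays. On *Ptch1*+/- arrays they overlapped with CRISPR-Ptch1 (9.04 to 10.23, exact permutation p = 0.114). The log2 gap between 3' and 5' controls was 1.23 to 1.41 on CRISPR-Ptch1 and 1.67 to 2.00 on *Ptch1*+/- arrays. On MERP arrays this gap overlapped with CRISPR-Ptch1 (1.26 to 2.12, exact permutation p = 0.179). Without EP tumour 1 the count against MERP was 1109, and without EP tumour 2 it was 1123. The share of changed genes that were higher fell from 61.4% to 49.9% against MERP when arrays were centred on the median of all probe sets, whereas it moved up to 82.5% against *Ptch1*+/- and to 88.4% between the models. When they were centred on the median of the named genes, chosen after seeing the data, it was 23.0% against MERP, 20.7% in place of 77.4% against *Ptch1*+/-, and 40.4% in place of 81.0% between MERP and *Ptch1*+/-.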

Pairwise unsupervised clustering using a subset of the most variant genes (top 5%, *n*=1,076) showed that both types of CRISPR-Ptch1 tumours are most similar to germline *Ptch1*^*+/−*^ and *Atoh1-CreER*;*Ptch1*^*fl/fl*^^16^ MB models. In contrast, both CRISPR-Ptch1 models are clearly distinct from normal postnatal GNPs or MB mouse models representing Wnt (*Ctnnb1*;*Trp53*)^31^, Group 3 (*Myc*;*Trp53*)^32^,^33^ or Group4 (*Mycn*)^34^ (Fig. 2a). In addition, in both CRISPR-Ptch1 models, a series of SHH target genes (*Mycn*, *Gli1/2*, *Sfrp1*, *Hhip*, *Boc*) showed an increased expression that was comparable to that observed in the other *Ptch1* models and in GNPs (Fig. 2b). 

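Against GNPs, genes of vessels, meninges and choroid plexus were lower and genes of microglia higher in the CRISPR-Ptch1 tumours, whereas proliferation genes mostly did not pass the test. The GNP samples also stood above adult cerebellum in the 3 lower lists. Their mean log2 values were 9.98 against 8.45 (endothelial), 9.69 against 7.81 (meninges) and 9.71 against 6.29 (choroid plexus). These differences therefore cannot be assigned to the tumours alone. Of 9 genes of meninges and fibroblasts, 8 were lower (8 when adjusted over the list alone), with the collagen *Col3a1* at a log2 fold change of -2.88 (SE 0.58, adjusted p = 0.00133, limma, 3 tumours against 3 samples). The list had an adjusted p = 2.3e-09 in the camera test and an adjusted p = 0.0207 with an estimated correlation. Of 11 endothelial and pericyte genes, 9 were lower (10 over the list alone), including *Cdh5* at -2.87 (SE 0.44) and *Kdr* at -2.81 (SE 0.37), with an adjusted p = 4.25e-10 for the list (adjusted p = 0.101 with an estimated correlation). Of 6 choroid plexus genes, 3 were lower (4 over the list alone), with *Folr1* at -3.56 (SE 0.41) and *Kcnj13* at -3.53 (SE 0.73; -1.58 with the TF tumour alone, adjusted p = 0.324), and an adjusted p = 0.000106 for the list (adjusted p = 0.252 with an estimated correlation). The mean log2 value of this list was 5.84 ± 0.23 (SD, n = 2) in EP and 8.34 in the TF tumour. It was 9.71 ± 0.48 (n = 3) in GNPs, so that the gap was wider in the EP tumours. *Ptf1a* and *Lhx5*, transcription factors of the inhibitory lineage of the cerebellum, were at -4.63 (SE 0.29) and -3.65 (SE 0.16), *Skor1* at -5.07 (SE 0.65) and the cilium gene *Enkur* at -4.20 (SE 0.55). *Ptf1a*, *Lhx5* and *Enkur* were near background in the tumours (3.62, 4.00 and 4.37), so these decreases are lower limits.

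Of 12 microglia and macrophage genes, 9 were higher than in GNPs (9 over the list alone), with *Aif1* at 3.59 (SE 0.33) and *Cd68* at 2.41 (SE 0.46), and an adjusted p = 5.14e-09 for the list (adjusted p = 0.241 with an estimated correlation). Of 9 Purkinje cell genes, 6 were higher (7 over the list alone), with an adjusted p = 3.03e-05 (adjusted p = 0.216 with an estimated correlation). Of 15 mature granule neuron genes, 5 were higher and 1 was lower (7 and 1 over the list alone), and *Gabra6* was higher by at least 5.77 (SE 0.67) and *Cbln3* by 3.89 (SE 0.51). The mean log2 value of this list was 9.93 ± 0.76 (SD, n = 2) in EP and 8.35 in the TF tumour. It was 8.22 ± 0.02 (n = 3) in GNPs, so that the increase of the list lay mostly in the EP tumours. The tumour suppressor *Cdkn2a* was higher by at least 4.45 (SE 0.79), *Foxa2* by 4.39 (SE 0.43) and *Atoh1* by 1.51 (SE 0.31). The GNP values of *Gabra6* and *Cdkn2a* were near background (4.00 and 4.17). Among 14 genes of granule neuron precursor identity, 1 was higher, 4 were lower and 9 did not pass (1 and 4 over the list alone), with *Mfap4* at -3.86 (SE 0.52). Of 11 immediate early genes, 6 were lower (8 over the list alone), with *Fos* at -4.11 (SE 0.46) and *Egr1* at -2.95 (SE 0.35), and an adjusted p = 9.2e-06 for the list (adjusted p = 0.216 with an estimated correlation). Of 19 proliferation genes, 1 was lower and 18 did not pass (1 over the list alone).

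Against GTML, genes of the SHH pathway and of granule neuron precursors were higher and several photoreceptor genes, for which no list was tested, were lower. Of 15 mature granule neuron genes, 8 were higher and 2 lower (8 and 2 over the list alone), and the list did not pass (adjusted p = 0.072). Of 14 granule neuron precursor genes, 11 were higher (11 over the list alone), including *Zic1* by 7.41 (SE 0.33), *Atoh1* by 5.80 (SE 0.29) and *Barhl1* by 4.54 (SE 0.21), with an adjusted p = 4.34e-08 for the list (adjusted p = 0.0254 with an estimated correlation). Of 9 genes of the Group 3 subgroup, 6 were lower, 2 higher and 1 did not pass (6 and 2 over the list alone). The photoreceptor transcription factors *Nrl* and *Crx* were at -5.37 (SE 0.26) and -4.45 (SE 0.19), while *Myc* was higher by 3.43 (SE 0.32). This list had an adjusted p = 0.00332 (adjusted p = 0.102 with an estimated correlation). Outside that list, the photoreceptor genes *Mpp4*, *Cdhr1* and *Sag* were at -6.96 (SE 0.45), -6.15 (SE 0.35) and -6.04 (SE 0.28). *Mpp4* was near background in the CRISPR-Ptch1 tumours (4.10). Of 10 Group 4 genes, 4 were lower and 3 higher (4 and 3 over the list alone), among them *Otx2* at -2.96 (SE 0.46) and *Eomes* at 2.65 (SE 0.44). With the TF tumour alone *Eomes* did not pass (0.85, adjusted p = 0.087).

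Of 16 MYC and MYCN targets, mainly of ribosome production, 14 were lower than in GTML (14 over the list alone). *Ldha*, a target of another function, was at -1.77 (SE 0.18) and *Gnl3* at -1.44 (SE 0.18). The camera test gave this list an adjusted p = 1.05e-07 (adjusted p = 0.228 with an estimated correlation). The hypoxia list shares *Ldha*, and 6 of its 12 genes were lower (6 over the list alone), with *Ndrg1* at -3.63 (SE 0.24) and an adjusted p = 0.00372 (adjusted p = 0.428 with an estimated correlation). Of 6 oligodendrocyte precursor genes, 5 were higher (5 over the list alone), with *Pdgfra* at 6.03 (SE 0.41) and *Olig2* at 3.15 (SE 0.36), and an adjusted p = 0.000111 (adjusted p = 0.151 with an estimated correlation). *Sox2*, a stem cell factor, was higher by 3.39 (SE 0.74), by less without GTML tumour 2, in which it was lowest (3.16, against 7.07 to 7.76 in the others), though it still passed. Of the other cell types, some lists were higher than in GTML: 9 of 11 astrocyte genes (9, and 1 lower, over the list alone; adjusted p = 0.00207, adjusted p = 0.522 with an estimated correlation) and 7 of 9 Purkinje cell genes (9 over the list alone; adjusted p = 0.000666, adjusted p = 0.269 with an estimated correlation). Higher too were 8 of 12 microglia and macrophage genes (10 over the list alone; adjusted p = 0.00262, adjusted p = 0.598 with an estimated correlation). The astrocyte genes had a mean of 6.53 in GTML tumour 2, against a mean of 8.88 in the other GTML tumours, which widens that gap. The oligodendrocyte list (1 of 11 higher, adjusted p = 0.548) and the endothelial and pericyte list (3 higher and 2 lower of 11, adjusted p = 0.935) did not pass. Neither did inhibitory interneurons (1 higher and 1 lower of 8, adjusted p = 0.662) or meninges and fibroblasts (3 higher and 2 lower of 9, adjusted p = 0.541). Over each list alone these counts were the same.

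In total, 2500 genes differed from GNPs, 1053 higher and 1447 lower, and 6689 from GTML, 4127 higher and 2562 lower. The share higher against GTML was 61.7%, and 22.0% with arrays centred on the median of their named genes, chosen after seeing the data. Over the most variable genes, the *Ptch1* models correlated more closely with the CRISPR-Ptch1 tumours than GNPs did, by 0.069 in r (exact permutation test, p = 0.00909, the smallest p possible). Over all genes this difference was 0.00 (exact p = 0.991) and with probe sets not collapsed to genes it was -0.056 (exact p = 0.3), where all 3 CRISPR-Ptch1 tumours also shared a cluster with GNPs. The Wnt and Group 3 mouse models were not analysed here.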

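All 7 SHH target genes of Fig. 2b, *Ptch1* included, were higher in CRISPR-Ptch1 tumours than in adult cerebellum and than in GTML tumours (7 in each comparison when adjusted over the list alone). The paper shows these genes as increased on its own arrays, which include those analysed here, and does not say how they were chosen. The counts, p-values and list tests for these genes are therefore not taken as independent evidence. Against adult cerebellum, *Mycn*, a transcription factor that drives GNP proliferation, was 43.9-fold higher (adjusted p = 7.46e-15, limma), *Sfrp1*, a secreted Wnt antagonist, 27.1-fold (adjusted p = 1.82e-09), *Gli2* 14.5-fold (adjusted p = 2.55e-12) and *Gli1*, the transcriptional effector and target of SHH, 10.8-fold (adjusted p = 1.49e-10). *Hhip*, which encodes a hedgehog-binding inhibitor, was 4.57-fold higher (adjusted p = 0.00152) and the co-receptor gene *Boc* 2.17-fold (adjusted p = 0.000105). The fold of *Mycn* is that of its brightest probe set. Its dimmer probe sets had log2 fold changes of 2.57 (SE 0.17, adjusted p = 1.22e-10) and -0.11 (SE 0.12, adjusted p = 0.514) against adult cerebellum. The list had an adjusted p = 6.24e-05 in the camera test against adult cerebellum (adjusted p = 0.136 with an estimated correlation) and 5.3e-09 against GTML (adjusted p = 0.0254 with an estimated correlation). Against GTML the log2 fold changes were 5.00 (SE 0.24) for *Gli1*, 5.47 (SE 0.39) for *Sfrp1*, 4.51 (SE 0.21) for *Mycn*, 3.61 (SE 0.21) for *Boc*, 3.12 (SE 0.53) for *Hhip* and 2.06 (SE 0.21) for *Gli2*. *Gli1* was near background in the GTML tumours, so its increase there is a lower limit. The next brightest probe set of *Mycn* was higher than in GTML by 0.62 (SE 0.17, adjusted p = 0.00785), the dimmest was lower (-0.33, SE 0.12, adjusted p = 0.0342), and whether any of them reads the *MycN* transgene was not tested.

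In the EP tumours the mean log2 values (SD, n = 2) were 12.22 ± 0.21 for *Mycn*, 9.24 ± 0.33 for *Gli1*, 11.11 ± 0.21 for *Gli2*, 10.64 ± 0.46 for *Sfrp1*, 8.38 ± 0.54 for *Hhip* and 9.95 ± 0.16 for *Boc*. In the single TF tumour they were 12.57 for *Mycn*, 10.04 for *Gli1*, 11.58 for *Gli2*, 12.37 for *Sfrp1*, 9.79 for *Hhip* and 10.78 for *Boc*. With 1 TF tumour the difference between EP and TF was not tested.

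Against GNPs, *Ptch1* alone of the 7 changed with the brightest probe sets (1 of 7, or 3 with *Mycn* and *Hhip* when adjusted over the list alone). The 95% intervals of the log2 differences were 0.12 to 1.06 for *Mycn*, -0.19 to 0.89 for *Gli1*, -0.81 to 0.13 for *Gli2*, -1.15 to 0.59 for *Sfrp1*, 0.32 to 2.67 for *Hhip* and -0.38 to 0.54 for *Boc*. Among the dimmer probe sets, some of *Sfrp1* passed against GNPs at 1.49 (SE 0.34, adjusted p = 0.00602) and 1.81 (SE 0.46, adjusted p = 0.0128), as did another of *Mycn* at 0.62 (SE 0.18, adjusted p = 0.0372). Against MERP, *Gli1* was at -0.86 (SE 0.23, adjusted p = 0.0179) and *Sfrp1* at -1.24 (SE 0.37, adjusted p = 0.0323), and the other 5 did not pass (the same counts when adjusted over the list alone), with intervals of -0.25 to 0.60 for *Mycn*, -0.35 to 0.49 for *Gli2*, -0.50 to 1.61 for *Hhip* and -0.81 to 0.01 for *Boc*. A dimmer probe set of *Boc* was lower there (-0.61, SE 0.18, adjusted p = 0.0343). Against *Ptch1*+/-, *Sfrp1* was at -2.18 (SE 0.39, adjusted p = 0.000198), *Gli1* at -0.84 (SE 0.24, adjusted p = 0.00897) and *Boc* at -0.84 (SE 0.21, adjusted p = 0.00275), while *Mycn*, *Gli2* and *Hhip* did not pass, with intervals of -0.23 to 0.65, -0.81 to 0.07 and -0.43 to 1.77. The dimmest probe set of *Mycn* was lower there (-0.37, SE 0.12, adjusted p = 0.0161). The 4 other probe sets of *Sfrp1* did not pass against MERP, and those at 0.39 (SE 0.41) and 0.76 (SE 0.30) pointed the other way, so that its lower level there rests on the brightest. The 2 calls against MERP were lost when EP tumour 1 or EP tumour 2 was left out. Against *Ptch1*+/-, that of *Gli1* was lost without EP tumour 2 (adjusted p = 0.0835). With the TF tumour alone, a single array, *Sfrp1* was at -1.03 (adjusted p = 0.121) and *Boc* at -0.29 (adjusted p = 0.475).

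**Figure D2:**
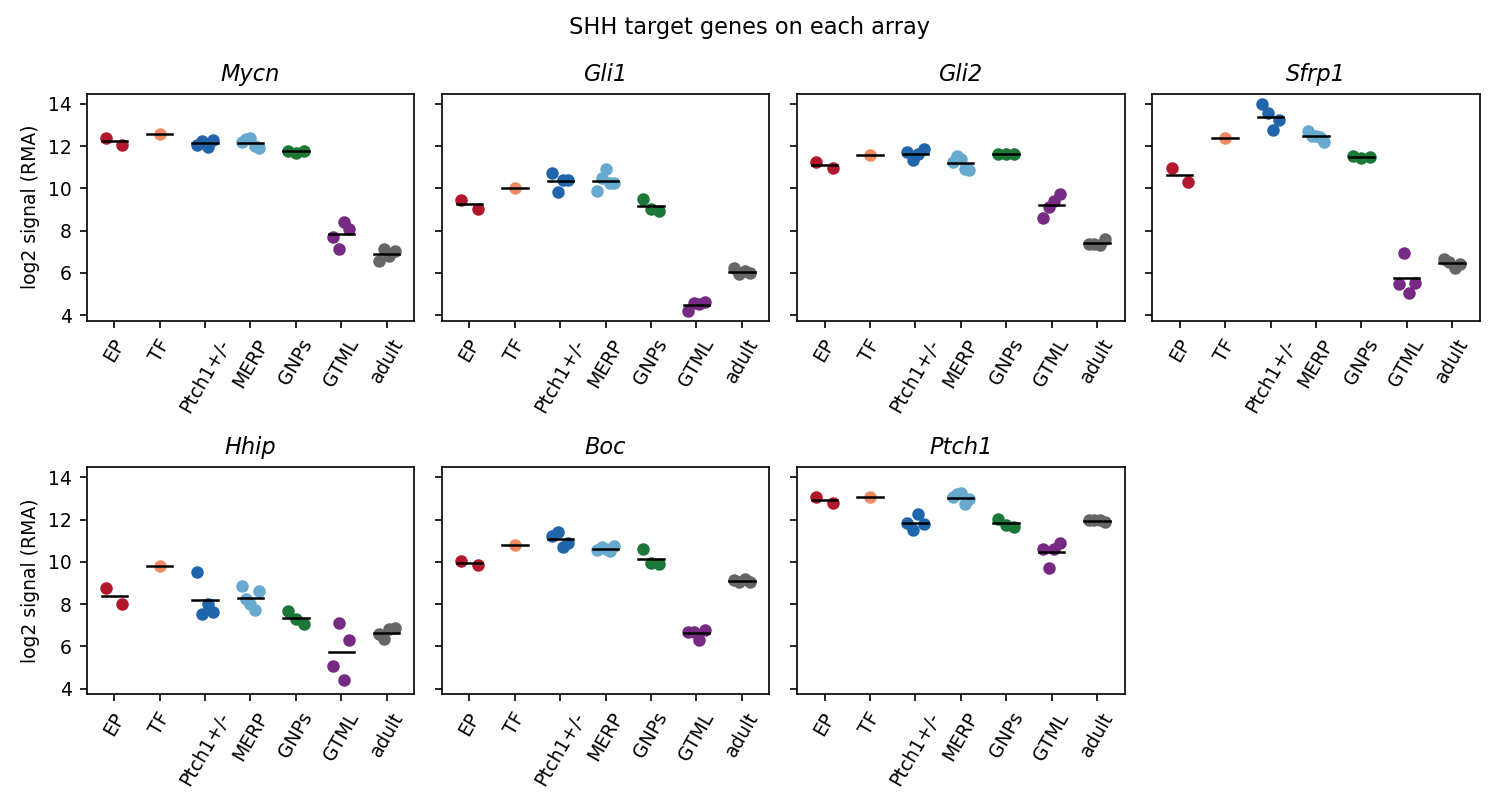
Log2 signal of 7 SHH target genes on each array, by group. Points are arrays and lines are group means; for *Gli1* EP tumours 1 and 2 lie at 9.47 and 9.01 and the TF tumour at 10.04, above all adult cerebella (5.96 to 6.22) and GTML tumours (4.22 to 4.65).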

Of note, *Ptch1*, which is a Shh target gene itself, can still be detected at an appreciable expression level. However, the observed frameshift mutations are predicted to prevent expression of a functional protein as indicated by Shh pathway activation in these tumours. These data clearly demonstrate that our somatically induced MBs histologically and molecularly resemble MB of the relevant subgroup.

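*Ptch1* had a mean log2 value of 12.98 ± 0.17 (SD, n = 3) in the CRISPR-Ptch1 tumours, 12.93 ± 0.22 (n = 2) in the EP tumours and 13.07 in the TF tumour. The level was 13.04 ± 0.19 (n = 5) in MERP, 11.95 ± 0.05 (n = 4) in adult cerebellum, 11.85 ± 0.31 (n = 4) in *Ptch1*+/-, 11.82 ± 0.19 (n = 3) in GNPs and 10.46 ± 0.53 (n = 4) in GTML. The difference from MERP was -0.07 (95% interval -0.48 to 0.35, adjusted p = 0.869, limma). *Ptch1* was 2.23-fold higher than in GNPs (adjusted p = 0.001), 2.19-fold higher than in *Ptch1*+/- (adjusted p = 0.000278), 2.04-fold higher than in adult cerebellum (adjusted p = 0.000336) and 5.73-fold higher than in GTML (adjusted p = 7.96e-09).

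The 3 probe sets of *Ptch1* disagreed. The values above come from the brightest, with a mean of 12.03 over all arrays. The second, with a mean of 6.47, was lower in CRISPR-Ptch1 tumours than in MERP (-2.48, SE 0.46, adjusted p = 0.0019) and than in *Ptch1*+/- (-1.53, SE 0.48, adjusted p = 0.0146), and did not pass against adult cerebellum (0.26, SE 0.48), GNPs (-0.07, SE 0.51) or GTML (-0.66, SE 0.48). The third, with a mean of 5.77, was lower than in MERP (-0.43, SE 0.13, adjusted p = 0.0365) and did not pass against any other group. The annotation used here does not place the probe sets relative to the targeted exon, so their level checks neither the knockout nor the labels.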

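Of 19 measured genes of the SHH pathway, 17 were higher in CRISPR-Ptch1 tumours than in GTML and 2 did not pass (17 when adjusted over the list alone), with a camera adjusted p = 3.07e-09 (adjusted p = 0.0207 with an estimated correlation). Against adult cerebellum 14 were higher, 1 was lower and 4 did not pass (14 and 1 over the list alone), with an adjusted p = 2.51e-05 (adjusted p = 0.0902 with an estimated correlation). Against GNPs 1 was higher and 18 did not pass (1 over the list alone). Against MERP 1 was higher and 4 were lower (1 and 4 over the list alone), among them *Pdlim3*, a human SHH subgroup marker, at a log2 fold change of -3.12 (SE 0.64) and the cell cycle factor *Foxm1* at -0.66 (SE 0.12). *Pdlim3* was at 7.20 in EP and 10.92 in the TF tumour, against 11.56 in MERP. In *Ptch1*+/- tumours *Pdlim3* was at 6.47, so that the EP value lay between those of the established models. With the TF tumour alone its call was lost (-0.64, adjusted p = 0.674). Against *Ptch1*+/- 6 were higher and 8 lower (6 and 8 over the list alone), with *Gli3* higher by 1.69 (SE 0.38) and *Eya1* by 2.18 (SE 0.47), the latter a call lost with the mean of its probe sets (0.61, adjusted p = 0.0721). Among 19 proliferation genes, 4 were lower than in MERP and 15 did not pass (4 over the list alone), with *Plk1* at -0.62 (SE 0.13), and against *Ptch1*+/- 4 were higher and 3 lower (4 and 3 over the list alone). The proliferation list had an adjusted p = 0.00626 against MERP (adjusted p = 0.572 with an estimated correlation).

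The tumours also differed in how much signal of other cerebellar cell types they carried. The mean log2 value of the mature granule neuron genes was 9.38 in EP tumour 1, 10.47 in EP tumour 2 and 8.35 in the TF tumour, against 8.05 ± 0.16 (SD, n = 5) in MERP and 11.97 ± 0.03 (n = 4) in adult cerebellum. The Purkinje cell genes were at 9.11, 10.48 and 8.35 in these tumours, against 6.61 ± 0.25 in MERP and 13.09 ± 0.07 in adult cerebellum. The microglia and macrophage genes were at 9.85 ± 0.16 (n = 2) in EP and 9.01 in the TF tumour, against 8.01 ± 0.33 in MERP and 7.37 ± 0.07 in adult cerebellum. Immediate early genes were at 7.68 ± 0.03 in EP and 7.68 in the TF tumour, against 9.10 ± 0.43 in MERP and 9.66 ± 0.35 (n = 4) in *Ptch1*+/-. Adult cerebellum was at 7.38 ± 0.15 (n = 4), GTML at 7.67 ± 0.32 (n = 4) and GNPs at 9.00 ± 0.31 (n = 3). This list did not pass the camera test against adult cerebellum (adjusted p = 0.846) or GTML (adjusted p = 0.753).

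**Figure D3:**
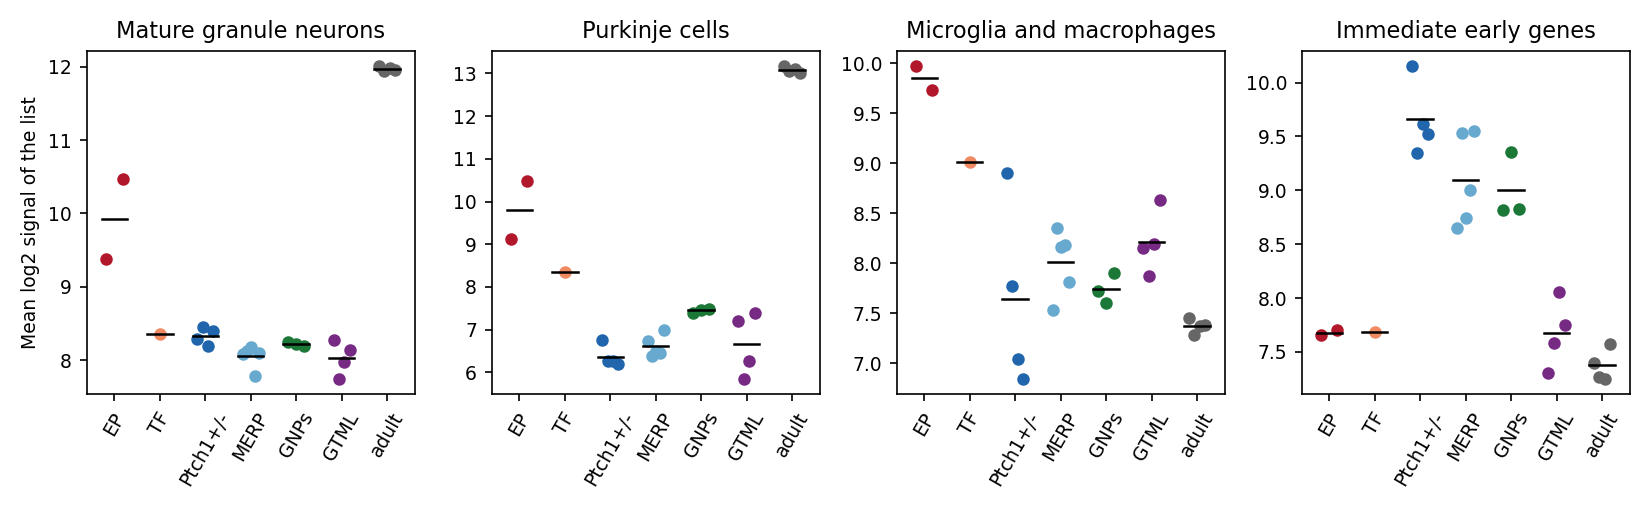
Mean log2 signal of 4 gene lists on each array, by group. Points are arrays and lines are group means; the vertical axes differ between panels. EP tumour 2 has the highest mature granule neuron and Purkinje cell values of the tumours, at 10.47 and 10.48.

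From the clustering with *Ptch1* tumours and the expression of SHH target genes (Fig. 2a,b), together with the histology, the paper concludes that the somatically induced tumours resemble medulloblastoma of the relevant subgroup.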

To analyse the indels generated by somatic gene transfer of *gPtch1*/*Cas9* in greater detail, we performed targeted ultra-deep sequencing of the *Ptch1* locus in three different tumours (two CRISPR-Ptch1 (EP), one CRISPR-Ptch1 (TF); Supplementary Table 1) and matched normal tissue using five different staggered amplicons (251 bp paired-end, on average >200,000-fold coverage per amplicon; Supplementary Data 1). In addition, to capture the full picture of genomic variants around the *Ptch1* locus, we performed WGS of the same six samples (101 bp paired-end, on average 23.3-fold coverage; Supplementary Data 2). In all three MBs, non-frameshift indels as well as the WT *Ptch1* locus were highly underrepresented or absent in the WGS data (Fig. 2c). This indicates that both *Ptch1* alleles were disrupted in the tumours. In the targeted sequencing data, we identified 21, 22 and 34 different indels per tumour sample (>1 bp; represented in >0.5% of reads in at least two different amplicons), indicating a high degree of polyclonality. The majority of sequencing reads (>75%) were representing at most three indels per sample, though, which indicates the existence of few predominant clones (Fig. 2d). Interestingly, even indels with the highest read-score in this data set were underrepresented in the WGS data, indicating that most of the deletions induced by *gPtch1*/Cas9 could not be detected with amplicon-based sequencing approaches (Fig. 2e,f).

Our WGS data also facilitated a genome-wide analysis of potential off-target effects of *gPtch1*/*Cas9* in the aforementioned tumours. To firstly perceive a full picture of genomic variants, we applied a permissive filter setting and obtained 122,364 deletions in all of the six analysed samples in total. However, none of these mapped with the sequence of our *Ptch1* gRNA even when allowing for up to three mismatches, besides the deletions in *Ptch1* itself (Supplementary Data 3). When filtering for loci that were recurrently mutated in all three samples we found only *Ptch1* as *bona fide* hit (Supplementary Data 4). To look for potential off-target effects in more detail, we filtered for loci displaying different deletions in one sample and again only found *Ptch1* as plausible hit (Supplementary Data 5). Thus, these data indicate no detectable off-targets in this setting.

### GBM induced by multiplex gene targeting

To extend the utility of this approach to other tumour entities and multiple gene targets, we sought to induce glioblastoma (GBM), the most aggressive primary brain tumour^20^, by simultaneously disrupting multiple TSGs using *in utero* electroporation. The high penetrance of MB formation demonstrated the efficiency of this method for delivering expression plasmids into the developing brain. Previously, it was shown that *hGFAP-Cre*;*Nf1*^*f/+*^;*Trp53*^*f/f*^;*Pten*^*f/+*^mice develop GBMs with high penetrance^25^. We therefore electroporated the ventricular zone of the cerebrum in E13.5 WT embryos with plasmids carrying Cas9 and gRNAs directed against endogenous *Trp53*, *Pten* and *Nf1* loci (*gTrp53*, *gPten*, *gNf1*). By 6 weeks of age the first animals began to show neurological symptoms (Supplementary Fig. 5). Post mortem histologic analysis revealed the presence of tumours in the forebrain with histologic features resembling GBM (Fig. 3a,b). In total 8/8 animals exhibited tumours after 6–14 weeks, whereas all animals injected with either gRNA alone did not show any tumour-related symptoms (Table 2). Clonal Sanger sequencing of the three target loci revealed indels resulting in frameshifts in each of the respective genes (Fig. 3c). These data show that intracerebral somatic gene transfer of CRISPR/Cas9 can induce specific tumours via the simultaneous targeting of multiple TSGs.

## Discussion

The validation of the oncogenic role of mutations identified in human tumours and the generation of animal models faithfully recapitulating the molecular, biological and clinical characteristics of their human counterparts are key aspects in translational oncology. Genetically engineered mouse models have contributed significantly to the better understanding of tumour biology and the preclinical testing of novel treatment approaches. However, the elaborate generation of GEMMs cannot keep pace with the ever increasing wealth of data resulting from cancer genome-sequencing studies. Therefore, we set out to combine somatic gene transfer and recent developments in the field of guided nucleases to somatically disrupt TSGs in the murine brain and thereby induce different types of brain tumours. We used postnatal PEI-mediated transfection and *in utero* electroporation and focused on MB, an embryonal tumour mainly occurring in young patients, and GBM, the most malignant primary astrocytic brain tumour.

Targeting *Ptch1* by PEI-mediated postnatal transfection of wild-type mice or mice carrying a homozygous deletion of *Trp53* evoked preneoplastic lesions or full-blown MB, respectively. This is consistent with previously published data, in which a *Trp53* deletion can accelerate tumorigenesis in *Ptch1* heterozygous GEMMs^18^. It had been demonstrated that bi-allelic *Ptch1* deletion at embryonic stages can enhance tumorigenesis in *Ptch1*-driven MB models^16^,^17^. By targeting *Ptch1* via *in utero* electroporation, we did not require additional oncogenic hits for MB induction. Therefore, our somatic gene transfer-based MB models recapitulate many features that had already been observed using genetically engineered mice.

By targeting *Nf1*, *Pten* and *Trp53* simultaneously in the forebrain of E13.5 mice, we were able to induce highly aggressive tumours resembling human GBMs. Thereby, we could show that the somatic CRISPR/Cas-mediated tumour induction via *in utero* electroporation is compatible with multiplexing and modelling of other brain tumour entities. While multiplexing has already been shown using viral gene transfer to the liver and lung^6^,^7^, we here demonstrate that *in utero* electroporation can be used as a non-viral approach to target the brain, even at embryonic stages, which further complements the utility of somatic CRISPR/Cas9-mediated genome editing.

We analysed the tumours induced by somatic *Ptch1* deletion using amplicon-based sequencing and whole-genome sequencing (WGS). In these analyses, the wild-type allele was highly underrepresented indicating a biallelic disruption of the locus. We also investigated further characteristics of the induced indels and could show that many of the deletions we found were larger than 500 bp (*n*=6/13, Fig. 2e,f). Deletions of this size have scarcely been described as a result of CRISPR/Cas9-induced double-strand breaks so far^2^,^3^,^35^,^36^, which might partially owe to the limitations of amplicon-based sequencing methods that have been predominantly used in these studies. Detected insertions were much smaller in size (<10 bp). As we show here, WGS can improve the detectable resolution of variants induced by CRISPR/Cas that might aid downstream data interpretation in similarly focused studies. Compared with the big deletions we found in the *Ptch1* locus of CRISPR-PTCH1 tumours, the small insertions identified in the induced GBMs hint towards a very variable repair of CRISPR-induced double-strand breaks *in vivo*, potentially specific for the respective cell type or genomic locus. However, further studies will be needed to elucidate the underlying repair mechanisms.

The WGS data of the CRISPR-PTCH1 tumours facilitated us to investigate the occurrence of recurrent off-target indels. With the applied coverage and filters, no recurrent off-target deletions could be identified. Although we cannot exclude the well described^37^,^38^,^39^,^40^ Cas9 off-target activity in general, no clonal enrichment of the respective indels could be detected in this setting.

Taken together, we demonstrate that somatic gene transfer of CRISPR plasmids encoding Cas9 and gRNAs directed against single or multiple TSGs is suitable to induce distinct brain tumour entities. Furthermore, these tumours recapitulate the phenotype of the corresponding germline-based animal models and do not carry detectable off-target deletions. Thus, this approach represents a fast and versatile method to investigate larger sets of candidate TSGs *in vivo* not only for brain tumours but also for other cancers.

## Methods

### Vector construction

Oligonucleotides coding for guide RNAs that target the second exon of the *Ptch1* locus were constructed and cloned into pX330 (Addgene) according to the original online protocol of the Zhang lab (http://www.genome-engineering.org/crispr/wp-content/uploads/2014/05/CRISPR-Reagent-Description-Rev20140509.pdf). In this study, the following 20 bp sequences were targeted: Ptch1.1 5′-CTGGCCGGAAAGCGCCGCTG-3′, Ptch1.2 5′-TCAGAGACTCTTATTTAAAC-3′, Ptch1.3 5′-GTTGTGGGTCTCCTCATATT-3′, Nf1 5′-AGTCAGCACCGAGCACAACA-3′, Pten 5′-AAAGACTTGAAGGTGTATAC-3′ and Trp53 5′-ACAGCCATCACCTCACTGCA-3′. For control experiments, a gRNA targeting the following 20 bp sequence was designed: 5′-GCGACCAATACGCGAACGTC-3′. The sequence does not map to the most recent mouse genome assembly (mm10) without base change or when changing any one or two positions, and maps three times when changing any three positions (analysed using SeqMap v1.0.13 (ref. 41)). For luciferase imaging of P0-transfected mice, the vector pT2C-LucPGK-SB100X was used. To control for successful electroporation the plasmids pT2K IRES-luciferase and pCAGGS-T2TP^43^ were co-electroporated. For the construction of pT2K IRES-luciferase the gene encoding IRES-luciferase was inserted into EcoRI and XhoI sites of pT2K CAGGS^43^.

### Surveyor assay

A total of 2 × 10^5^ NIH3T3 cells (obtained from ATCC, authenticated as murine and mycoplasma free) were seeded in six-well dishes containing 2 ml IMDM medium (Life Technologies; supplemented with FCS, penicillin/streptavidin and glutamine) per well 1 day before transfection. Lipofectamine 2,000 (Life Technologies) was used to transfect cells with 3 μg Cas9/gRNA expression vector according to the manufacturer’s instructions. DNA was isolated with the QiaAMP DNA Mini Kit (Qiagen) at 3 days post transfection. The respective locus was amplified using the primers Survey_PTCH_fwd 5′-GGATGGTCCTGGTTCCAGTC-3′ and Survey500_PTCH_rev 5′-CCCGAGTAGATTACAGCGCG-3′ with PRECISOR polymerase (Biocat) in GC buffer (Biocat). Heterodimerization and digestion with SURVEYOR nuclease were performed with the SURVEYOR Mutation Detection Kit (Transgenomic) according to the manufacturer’s instructions. Cleavage products were separated on a 2% agarose gel and stained with ethidium bromide for 10 min. Images were captured with the Gel Doc system (Bio-Rad). Band intensities were quantified via ImageJ. Gene modification levels were calculated using the following equation^44^: % genes modified=(1−(1−fraction cleaved)^0.5^ ) × 100.

### Animal studies

For *in vivo* transfection plasmid vectors were purified using the EndoFree Plasmid Maxi Kit (Qiagen). A mix of plasmid DNA and *in vivo*-jetPEI transfection reagent (Polyplus-transfection) was prepared according to the manufacturer’s instructions. P0 C57BL/6N mice (male and female) were anaesthetised with 2% isoflurane and medially injected at lambda: −3.6 and D/V: −0.7 with 1 μl of either DNA transfection reagent mix or trypan blue using a 75 RN Neuros Syringe and a 33-gauge needle (Hamilton). For *in utero* electroporation, surgical operation and electroporation-based gene transfer was performed as follows. After injection of DNA plasmids (1 μl, 2.5 g l^−1^ in PBS) into the fourth ventricle (4th V.) or cerebral ventricular zone (VZ) of E13.5 Crl:CD1(ICR) embryos, electric square pulses were delivered laterally using forceps-like electrodes (32 mV (4th V.) or 35 mV (VZ), 50ms-on, 950ms-off, 5 pulses). The operated embryos were allowed to survive until being born and were subjected to bioluminescence imaging of luciferase activity. All animal experiments have been performed according to animal welfare regulations and have been approved by the responsible authorities (Regierungspräsidium Karlsruhe, approval numbers G-98/13; G-176/13; G-209/14).

### Luciferase imaging

For mice that were co-transfected with luciferase-encoding vector pT2C-LucPGK-SB100X at P0, imaging was performed 2 days post transfection. Electroporated mice were monitored in the first postnatal week. Luciferase signals were captured using the Xenogen IVIS-100 Imaging System. Mice were anaesthetized with 2% isoflurane and injected with 3 mg (P7) or 200 μg (P2) of StayBrite D-Luciferin (Biocat) intraperitoneally 5–7 min before the imaging. Images were acquired and radiance (photons persec percm^2^ persteradian) was determined within regions of interest (mouse head). Only neonates whose brain carried luciferase signals were selected for further analysis.

### Histological analysis

For histological and immunohistochemical analyses, brains from treated mice were fixed in 4% phosphate-buffered formaldehyde, dehydrated in a STP 120 spin tissue processor (Thermo Scientific) and embedded in paraffin. Sections (5 μm thickness) were cut and mounted onto glass slides, deparaffinized in xylene and rehydrated in a descending series of alcohols, then rinsed in distilled water and stained. Haematoxylin-eosin (HE) staining was carried out according to routine laboratory protocols. For immunohistochemical stainings, enzyme-induced antigen retrieval (for anti-GFAP) using pepsin (1% in 0.01 M HCl) or heat-induced antigen retrieval (all other antibodies) using a 1 × target retrieval solution (Dako) was performed. Primary antibodies used were rabbit anti-GFAP (Dako Z0334, 1:1,000), rabbit anti-Ki67 (CellMarque, Rocklin, CA, 275R-14, 1:200), mouse anti-NeuN (Merck Millipore, Billerica, MA, MAB377, 1:200) and rabbit anti-SFRP1 (Abcam, ab4193, 1:200). Secondary antibodies were diluted 1:500 (anti-mouse, VectorLab, BA-2,000 or anti-rabbit, VectorLab, BA-1,000) and staining was visualized using the avidin-biotin peroxidase system (VectorLab) and freshly prepared diaminobenzidine as chromogen (Dako). Slides were counterstained with haematoxylin, dehydrated and mounted.

### Immunofluorescence studies

Cerebella of mice were formalin-fixed and paraffin-embedded (8 μm sections; see above). Alternatively, brains were fixed with 4% PFA in PBS for 2.5 h on ice, followed by cryoprotection with 30% sucrose in PBS overnight. Fixed tissues were embedded in O.C.T Compound (Sakura), frozen on dry ice and cryopreserved at −80 °C for cryosections (12 μm thickness). For staining with an anti-PCNA antibody, sections were subjected to heat antigen retrieval with 10 mM citrate buffer for 30 min. After blocking with 10% normal donkey serum in PBS-T (0.1% Triton X-100 in PBS) for 30 min at room temperature, sections were incubated with primary antibody overnight at 4 °C. Incubation with secondary antibody was performed for 30 min at room temperature. Subsequently, sections were mounted using the ProLong Gold antifade reagent (Lifetechnologies). The antibodies used for IHC were anti-Pax6 (1:1,000, Covance, PRB-278P), anti-PCNA (1:1,000, Merck Millipore, NA03), anti-GFP (1:1,000, Abcam, ab13970), anti-GFP (1:1,000, Cell Signaling, 2,555), anti-Pax2 (1:1,000, Invitrogen, 71-6000), anti-Calbindin (1:1,000, Millipore, AB1778), anti-Sox2 (1:500, Santa Cruz, sc-17320), anti-p27 (1:1,000, BD Biosciences, 610242) and anti-Atoh1 (1:1,000, Muguruma *et al*.^42^).

### Sanger sequencing

Tumour tissue or normal brain tissue was scraped from H&E-stained sections and the DNA was isolated using the DNeasy Blood & Tissue Kit (Qiagen). The respective loci were amplified using the primers Seq_PTCH_2.1 5′-GCACCCCAAGTCTCATTCAG-3′ and Seq_PTCH_2.2 5′-GTCTCGAGATTAGCTGCCTTT-3′, Seq_Pten_1.1 5′-GCCTCAGTCGCGTATTCTG-3′ and Seq_Pten_1.2 5′-CATCCAGTGACGCATCCAG-3′, Seq_P53_1.1 5′-CAGGGTCTCAGAAGTTTGAGG-3′ and Seq_P53_1.2 5′-GCATTGAAAGGTCACACGAAAG-3′ or Seq_Nf1_1.1 5′-GGAAAACACTGGATAGAAGATTTG-3′ and Seq_Nf1_1.2 5′-GCTTCAACGGGAATAAAAACCTG-3′. The PCR products were separated on a 2% agarose gel, stained with ethidium bromide for 10 min and analysed with the Gel Doc system (Bio-Rad). Subsequently PCR-products of tumor tissue were cloned into pJET1.2 (Thermo Scientific). Plasmids of 6–10 colonies per analysed locus were subjected to sequencing with an ABI PRISM 7900HT Sequence Detection System (Applied Biosystems).

### Targeted deep sequencing

DNA from five frozen whole cerebella and three tumours was isolated using the DNeasy Blood & Tissue Kit (Qiagen). As controls, DNA from corresponding fresh frozen mouse tails was isolated via standard phenol/chloroform extraction. The Ptch1 locus of each sample was amplified with the following five consecutively shifted primer pairs; Seq_PTCH_1.1 5′-CTCACTGATTTACAACCAAGGC-3′ and Seq_PTCH_1.2 5′-CATCAAACACAGTAAAGGGAAGG-3′; Seq_PTCH_2.1 5′-GCACCCCAAGTCTCATTCAG-3′ and Seq_PTCH_2.2 5′-GTCTCGAGATTAGCTGCCTTT-3′; Seq_PTCH_3.1 5′-CACACTGCTGTCCAGAGGG-3′ and Seq_PTCH_3.2 5′-ACTGGCCAGCCATGCAAAC-3′; Seq_PTCH_4.1 5′-CCTGGTCCCTAGAGTACAG-3′ and Seq_PTCH_4.2 5′-CGCCTGATCGCTTACCTTC-3′; Seq_PTCH_5.1 5′-GGTTCCAGTCCGAGGGAG-3′ and Seq_PTCH_5.2 5′-CAAGGGCTTCTCGTTGGCTA-3′. To control for a successful PCR, 1/10 of PCR products were analysed on a 2% agarose gel. For each sample, the remainder of the 5 PCR products was pooled and purified with the QIAquick PCR Purification Kit (Qiagen). After library preparation, barcoded sequencing was performed using the Illumina MiSeq platform, yielding over 1.2 million 251 bp paired-end reads per sample. Subsequently, reads were sorted into amplicons according to the presence of the primer sequences at the beginning of both ends, not allowing for any mismatches. Both ends were merged using Pear v0.9.4 (ref. 45) and the following non-default parameter: *P*value 0.0001. Resulting fragments of the same sequence were combined, and fragments occurring <100 times were removed. If multiple fragments of the same length per sample and amplicon were present, the sequence occurring most frequently was retained as the predominant sequence. For non-reference fragments insertions and deletions were annotated in detail. Indels were called if present in at least two amplicons and making up for at least 0.5% of the reads. Indel length is given as the length of the affected reference sequence minus the length of the alternative sequence.

### Whole-genome sequencing

DNA of the same tumour and control samples were used for WGS. After library preparation, sequencing was performed using the Illumina HiSeq platform, yielding on average 330 million 101 bp paired-end reads per sample. Sequences were aligned to the mm10 reference genome retrieved via the UCSC browser using the ‘mem’ algorithm of bwa version 0.7.10 [Li (2013) arXiv:1303.3997] and default settings. Alignments were coordinate-sorted and merged using Picard. For the downstream analysis of indels, both ends were treated individually and only reads containing at least two mapping stretches (CIGAR code M) separated by stretches of insertions or deletions, as well as split reads mapping to the same chromosome, were retained. Indels were extracted using a custom R-script, making use of the GenomicAlignments BioConductor package. Individual reads containing indels were retained whether each mapping stretch was at least 25 bp in size, and at least 95 bp were mapped in total. Individual reads indicating the same indel were combined, while filtering putative PCR duplicates. On the basis of results from the targeted sequencing, resulting deletions were retained if being between 4 bp and 100 kb in size. In addition, both start and end position of deletions were required to not overlap start or end positions of deletions in the combined control samples (extended by 5 bp), or share >80% identity with known polymorphic indels in mouse^46^. Indels were further filtered if start or end positions (extended by 5 bp) overlapped annotated simple repeats (RepeatMasker, retrieved via the UCSC browser) or regions with a combined coverage larger than 250 in the control samples. All WGS data were re-aligned to a reference set comprising the resulting sequences of the indels identified by targeted sequencing or indels affecting the Ptch1 locus in the genome-wide WGS analysis.

### Gene expression analysis

Published gene expression array profiles for murine Myc-driven^32^ and Wnt-driven^47^ MBs were accessed from the Gene Expression Omnibus under the accession numbers GSE33199 and GSE24628, respectively. Total RNA was extracted from murine cerebellar tumours, non-neoplastic GNPs and normal adult mouse cerebellum, and hybridized to Affymetrix Mouse Genome 430 2.0 arrays at the Genomics and Proteomics Core Facility of the DKFZ according to the manufacturer’s instructions. Affymetrix CEL files were processed using Affymetrix Expression Console (v1.3.1) and normalized signal intensities were generated using the RMA algorithm. Two-dimensional unsupervised hierarchical clustering (Pearson Correlation, average linkage) of tumour and normal gene expression profiles was performed using the top 5% of high s.d. genes (*n*=1,076) across the samples. Clustering results and expression heat maps were generated using the TM4 MultiExperiment Viewer^48^.

## Additional information

**Accession codes**: Sequencing data associated with this study were deposited in the European Nucleotide Archive under accession code PRJEB6541. Gene expression profiles associated with this study were deposited in the Gene Expression Omnibus under accession code GSE58629.

**How to cite this article:** Zuckermann, M. *et al*. Somatic CRISPR/Cas9-mediated tumour suppressor disruption enables versatile brain tumour modelling. *Nat. Commun*. 6:7391 doi: 10.1038/ncomms8391 (2015).

## Supplementary Material

Supplementary Figures and Table Supplementary Figures 1-10 and Supplementary Table 1

Supplementary Data 1 Deep sequencing of the Ptch1 locus - all indels

Supplementary Data 2 Indels found by WGS and by targeted deep sequencing in the Ptch1 locus

Supplementary Data 3 All filtered indels of WGS dataset

Supplementary Data 4 Recurrent mutation in WGS dataset

Supplementary Data 5 Loci displaying different deletions in one sample identified by WGS

## Figures and Tables

**Figure 1:**
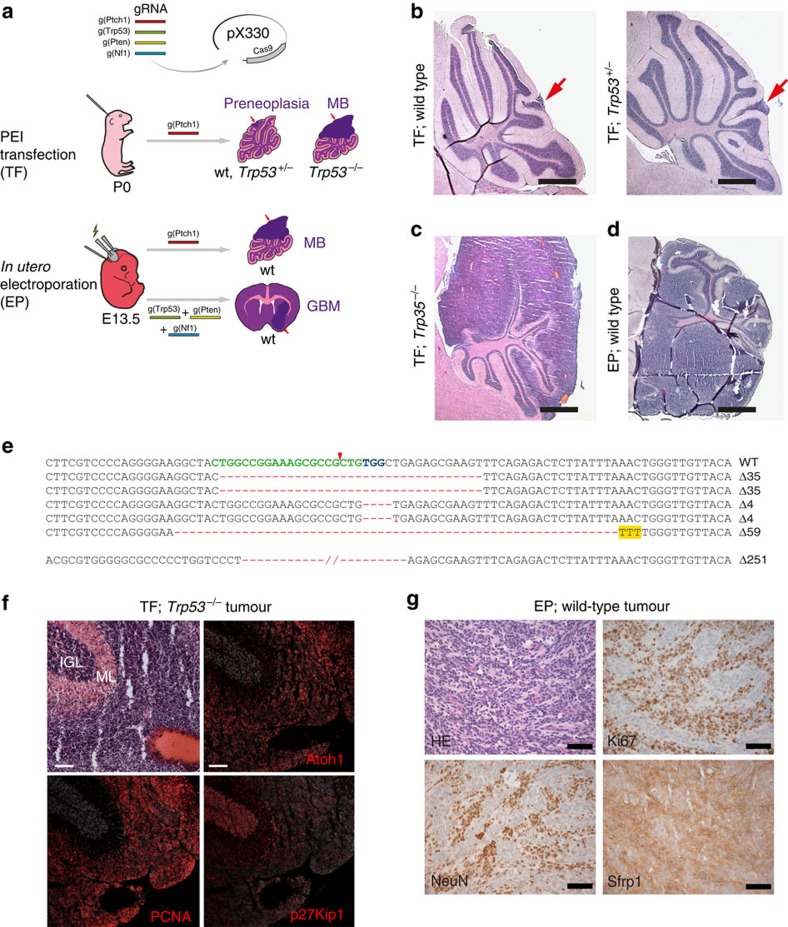
CRISPR/Cas9-mediated somatic deletion of the *Ptch1* locus induces medulloblastoma. (**a**) Cerebella of P0 WT, *Trp53*^+/−^ and *Trp53*^−/−^ mice were transfected with pX330 plasmids encoding Cas9 and a gRNA directed against the *Ptch1* locus. In addition, plasmids were electroporated into cerebellar neuroepithelial cells of WT animals at E13.5. Furthermore, *Trp53*, *Nf1* and *Pten* were targeted simultaneously by electroporation of the ventricular zone of the cerebrum to induce GBM formation. (**b**) Small neoplastic lesions found in WT (*n*=1/14) and *Trp53*^*−/+*^ (*n*=1/11) *gPtch1*/Cas9-transfected animals. The small lesions (arrows) only encompass one cerebellar folium. Scale bars, 200 μm. (**c**) H&E staining of a cerebellar tumour induced by transfection of a *Trp53*^*−/−*^ animal with *gPtch1.1*/Cas9. Scale bar, 200 μm. (**d**) Sagittal section of a WT mouse cerebellum 6 weeks after *in utero* EP of *gPtch1.1*/Cas9 showing a large tumour. Scale bars, 200 μm. (**e**) The targeted locus was amplified from tumour tissue. The PCR products were ligated into a cloning vector and sequenced via Sanger sequencing (*n*=6 clones). Deletions were found in all (6/6) sequences and are displayed as red dashes. Nucleotide exchanges are highlighted in yellow. The gRNA target region is displayed in green, the 3′-PAM sequence in blue. The Cas9 cleavage site is indicated by a red arrowhead. (**f**) H&E and IF staining of cryostat sections of fully developed tumours indicate stronger proliferation (PCNA) and fewer postmitotic cells (p27^Kip1^). Tumours stained positive for the granule cell marker Atoh1. Scale bars, 100 μm. (**g**) Histological (H&E) features and immunohistochemical detection of selected marker proteins (NeuN, Ki67/Mib1 and Sfrp1) of a representative medulloblastoma generated by somatic *Ptch1* disruption. Tumours show densely packed small tumour cells with round to oval, hyperchromatic nuclei and scant cytoplasm, occasionally cells formed neuroblastic rosette-like structures. Mitotic activity was prominent but areas of necrosis were absent. The tumours invaded into the adjacent cerebellar cortex and grew within the meninges along the cerebellar surface (HE). Tumours are immunopositive for NeuN in clusters of more differentiated and less proliferative cells (NeuN). These NeuN-positive cell clusters were intermingled with clusters of NeuN-negative but strongly Mib1-positive proliferative tumour cells (Ki67). Staining for Sfrp1 is homogeneously positive. Scale bars, 50 μm.

**Figure 2:**
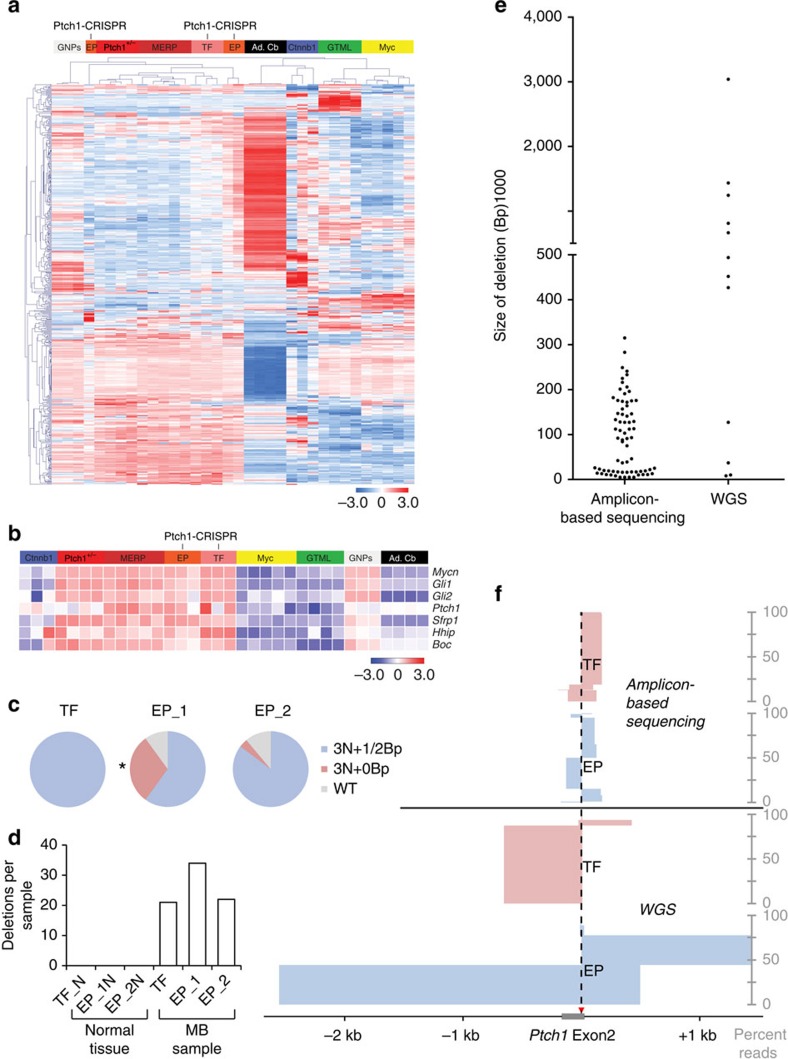
Molecular characterization of CRISPR/Cas9-induced tumours. (**a**) Unsupervised clustering of gene expression data generated from CRISPR-Ptch1 tumours or taken from published data sets of other medulloblastoma mouse models. (**b**) Shh pathway target genes are upregulated in CRISPR-Ptch1 tumours. (**c**) Fraction of frameshift deletions in three different tumour samples. Reads covering the targeted *Ptch1* locus in the WGS data set were analysed for either showing the WT allele, containing a frameshift deletion (deletion size within the exon equals 3 N+1/2 bp) or a deletion that does not result in a frameshift (deletion size equals 3 N+0 bp). The fraction indicated by an asterisk represents a single, big deletion supported by three reads, encompassing 1,435 bp. (**d**) Amount of different *bona fide* deletions found in analysed samples. The targeted *Ptch1* locus of indicated CRISPR-Ptch1 tumours and matched normal tissue was amplified with five different primer pairs and analysed by deep sequencing. A deletion was counted if it ranged >1 bp and was represented in >0.5% of reads in at least two different PCR products. (**e**) Size of deletions found in the *Ptch1* locus in the targeted deep sequencing compared with the WGS data set of the three analysed PTCH1-CRISPR tumours. For the targeted deep sequencing data, a deletion was counted if it ranged >4 bp and was represented in >0.5% of reads in at least two different PCR products. (**f**) Genomic landscape of *Ptch1* deletions found in a representative CRISPR-Ptch1 (TF) (red boxes) and a CRISPR-Ptch1 (EP) (blue boxes) tumour. The targeted region within the *Ptch1* locus is indicated by a red arrow head. The width of each box indicates the size of the deletion, whereas the height indicates the fraction of reads supporting this deletion. For the targeted amplicon-based deep sequencing all deletions were included that occurred in >0.5% of the reads of the PCR product generated with the primers Seq_PTCH_1.1 and Seq_PTCH_1.2. (TF=tumour induced by PEI-mediated transfection with *gPtch1.1*/Cas9, EP=tumour induced by *in utero* electroporation with *gPtch1.1*/Cas9, Myc=Myc T58A plus dominant-negative Trp53 or Myc WT in *Trp53*-null^32^,^33^, GTML=Glt1-TRE;MycN; Luciferase^34^, Ctnnb=*Blbp-Cre*^*+/–*^;*Ctnnb1*^+/lox(ex3)^;*Tp53*^*fl*/fl^^31^, Ad. Cb=adult cerebellum, MERP=*Atoh1-CreERT2;Ptch1*^*fl/fl*^, GNPs=granule neuron precursors).

**Figure 3:**
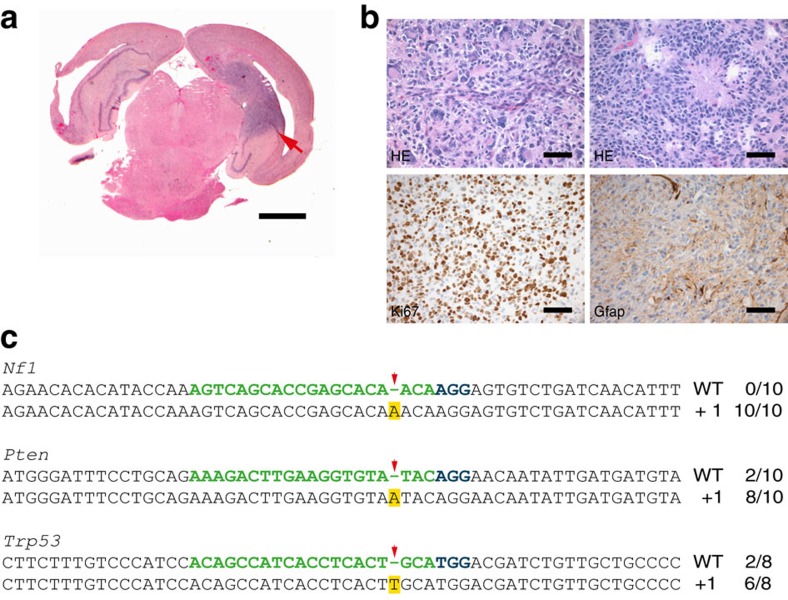
Simultaneous targeting of Nf1, Pten and Trp53 loci in the forebrain induces GBM. (**a**) H&E-stained coronal section of the brain of a WT mouse 8 weeks after *in utero* EP of *gTrp53*, *gPten*, *gNf1*/Cas9 showing a tumour in one hemisphere (arrow). Scale bar, 2 mm (**b**) H&E (left panel): cellular tumour with pleomorphic often multinucleated tumour cells and pathological vascular proliferations. H&E (right panel): staining of the same cellular tumour displaying focal necroses with pseudopalisading of tumour cells. Tumour cells are highly proliferative as indicated by Ki67 stianing. GFAP staining showing a moderate to strong labelling of the majority of the tumour cells. Scale bars, 50 μm. (**c**) The targeted loci were PCR-amplified from tumour tissue. The PCR products were ligated into a cloning vector and sequenced via Sanger sequencing (number of clones indicated). Nucleotide insertions are highlighted in yellow. The gRNA target regions are displayed in green, the 3′-PAM sequences in blue. The Cas9 cleavage sites are indicated by a red arrowhead.

**Table 1:** Incidences of cerebellar tumours.

gRNA	Method	Genotype *Trp53*	Tumour incidence	Killed (age in weeks) to check for tumour development
*gPtch1.1*	TF	WT	1/14*	0/14
*gPtch1.1*	TF	+/−	1/8*	2/8(6w), 2/8(8w)
*gPtch1.1*	TF	−/−	5/5	1/5(8w)
*gPtch1.3*	TF	WT	0/0	0/0
*gPtch1.3*	TF	+/−	0/3	0/3
*gPtch1.3*	TF	−/−	3/5	2/5(11w)
*gNT*	TF	WT	0/4	0/4
*gNT*	TF	+/−	0/2	2/2(7w)
*gNT*	TF	−/−	0/3	2/3(7w)
*gPtch1.1*	EP	WT	7/7	1/7(7w)
*gPtch1.3*	EP	WT	4/5	0/5
*gTrp53*	EP	WT	0/6	0/6

Abbreviations: EP, tumour induced by *in utero* electroporation with *gPtch1.1*/Cas9; gNT, negative control gRNA without genomic target; gRNA, guide-RNA; TF, tumour induced by PEI-mediated transfection with *gPtch1.1*/Cas9; w, weeks; WT, wild type. Mice were killed after control intervals (age indicated), when presented with neurological symptoms or at 6 months of age. Mice counted as having no tumour displayed histology without pathological findings and/or did not show neurological symptoms by 6 months of age.

^*^Small neoplastic region only.

**Table 2:** Incidences of forebrain tumours.

gRNA	Tumour incidence
*gTrp53*, *gNf1*, *gPten*	8/8
*gTrp53*	0/3
*gNf1*	0/4
*gPten*	0/6

Abbreviation: gRNA, guide-RNA. All constructs were delivered by *in utero* electroporation of E13.5 WT animals. Mice counted as having no tumour displayed no neurological symptoms by 6 months of age.

## References

[b1] GarrawayL. A. & LanderE. S. Lessons from the cancer genome. Cell 153, 17–37 (2013).23540688 10.1016/j.cell.2013.03.002

[b2] CongL. . Multiplex genome engineering using CRISPR/Cas systems. Science 339, 819–823 (2013).23287718 10.1126/science.1231143PMC3795411

[b3] MaliP. . RNA-guided human genome engineering via Cas9. Science 339, 823–826 (2013).23287722 10.1126/science.1232033PMC3712628

[b4] JinekM. . A programmable dual-RNA-guided DNA endonuclease in adaptive bacterial immunity. Science 337, 816–821 (2012).22745249 10.1126/science.1225829PMC6286148

[b5] ValerieK. & PovirkL. F. Regulation and mechanisms of mammalian double-strand break repair. Oncogene 22, 5792–5812 (2003).12947387 10.1038/sj.onc.1206679

[b6] PlattR. J. . CRISPR-Cas9 knockin mice for genome editing and cancer modeling. Cell 159, 440–455 (2014).25263330 10.1016/j.cell.2014.09.014PMC4265475

[b7] XueW. . CRISPR-mediated direct mutation of cancer genes in the mouse liver. Nature 514, 380–384 (2014).25119044 10.1038/nature13589PMC4199937

[b8] AbdallahB. . A powerful nonviral vector for *in vivo* gene transfer into the adult mammalian brain: polyethylenimine. Hum. Gene Ther. 7, 1947–1954 (1996).8930654 10.1089/hum.1996.7.16-1947

[b9] SaitoT. In vivo electroporation in the embryonic mouse central nervous system. Nat. Protoc. 1, 1552–1558 (2006).17406448 10.1038/nprot.2006.276

[b10] TaylorM. D. . Molecular subgroups of medulloblastoma: the current consensus. Acta. Neuropathol. 123, 465–472 (2012).22134537 10.1007/s00401-011-0922-zPMC3306779

[b11] OstromQ. T. . CBTRUS statistical report: Primary brain and central nervous system tumors diagnosed in the United States in 2006-2010. Neuro-oncol. 15, (Suppl 2): 1–56 (2013).24137015 10.1093/neuonc/not151PMC3798196

[b12] NorthcottP. A. . Medulloblastomics: the end of the beginning. Nat. Rev. Cancer 12, 818–834 (2012).23175120 10.1038/nrc3410PMC3889646

[b13] Wechsler-ReyaR. J. & ScottM. P. Control of neuronal precursor proliferation in the cerebellum by Sonic Hedgehog. Neuron 22, 103–114 (1999).10027293 10.1016/s0896-6273(00)80682-0

[b14] GoodrichL. V., MilenkovicL., HigginsK. M. & ScottM. P. Altered neural cell fates and medulloblastoma in mouse patched mutants. Science 277, 1109–1113 (1997).9262482 10.1126/science.277.5329.1109

[b15] WetmoreC., EberhartD. E. & CurranT. The normal patched allele is expressed in medulloblastomas from mice with heterozygous germ-line mutation of patched. Cancer Res. 60, 2239–2246 (2000).10786690

[b16] YangZ. J. . Medulloblastoma can be initiated by deletion of Patched in lineage-restricted progenitors or stem cells. Cancer Cell 14, 135–145 (2008).18691548 10.1016/j.ccr.2008.07.003PMC2538687

[b17] SchullerU. . Acquisition of granule neuron precursor identity is a critical determinant of progenitor cell competence to form Shh-induced medulloblastoma. Cancer Cell 14, 123–134 (2008).18691547 10.1016/j.ccr.2008.07.005PMC2597270

[b18] WetmoreC., EberhartD. E. & CurranT. Loss of p53 but not ARF accelerates medulloblastoma in mice heterozygous for patched. Cancer Res. 61, 513–516 (2001).11212243

[b19] KoolM. . Genome sequencing of SHH medulloblastoma predicts genotype-related response to smoothened inhibition. Cancer Cell 25, 393–405 (2014).24651015 10.1016/j.ccr.2014.02.004PMC4493053

[b20] GonzalesM. The 2000 World Health Organization classification of tumours of the nervous system. J. Clin. Neurosci. 8, 1–3 (2001).10.1054/jocn.2000.082911148073

[b21] ZongH., ParadaL. F. & BakerS. J. Cell of origin for malignant gliomas and its implication in therapeutic development. Cold Spring Harb. Perspect. Biol. 7, a020610 (2015).25635044 10.1101/cshperspect.a020610PMC4448618

[b22] Alcantara LlagunoS. . Malignant astrocytomas originate from neural stem/progenitor cells in a somatic tumor suppressor mouse model. Cancer Cell 15, 45–56 (2009).19111880 10.1016/j.ccr.2008.12.006PMC2650425

[b23] VerhaakR. G. . Integrated genomic analysis identifies clinically relevant subtypes of glioblastoma characterized by abnormalities in PDGFRA, IDH1, EGFR, and NF1. Cancer Cell 17, 98–110 (2010).20129251 10.1016/j.ccr.2009.12.020PMC2818769

[b24] BrennanC. W. . The somatic genomic landscape of glioblastoma. Cell 155, 462–477 (2013).24120142 10.1016/j.cell.2013.09.034PMC3910500

[b25] ChenJ. . A restricted cell population propagates glioblastoma growth after chemotherapy. Nature 488, 522–526 (2012).22854781 10.1038/nature11287PMC3427400

[b26] ZhuY. . Early inactivation of p53 tumor suppressor gene cooperating with NF1 loss induces malignant astrocytoma. Cancer Cell 8, 119–130 (2005).16098465 10.1016/j.ccr.2005.07.004PMC3024718

[b27] OliverT. G. . Loss of patched and disruption of granule cell development in a pre-neoplastic stage of medulloblastoma. Development 132, 2425–2439 (2005).15843415 10.1242/dev.01793

[b28] DuanD., FuY., PaxinosG. & WatsonC. Spatiotemporal expression patterns of Pax6 in the brain of embryonic, newborn, and adult mice. Brain Struct. Funct. 218, 353–372 (2013).22354470 10.1007/s00429-012-0397-2

[b29] AkazawaC., IshibashiM., ShimizuC., NakanishiS. & KageyamaR. A mammalian helix-loop-helix factor structurally related to the product of Drosophila proneural gene atonal is a positive transcriptional regulator expressed in the developing nervous system. J. Biol. Chem. 270, 8730–8738 (1995).7721778 10.1074/jbc.270.15.8730

[b30] NorthcottP. A. . Medulloblastoma comprises four distinct molecular variants. J. Clin. Oncol. 29, 1408–1414 (2011).20823417 10.1200/JCO.2009.27.4324PMC4874239

[b31] GibsonP. . Subtypes of medulloblastoma have distinct developmental origins. Nature 468, 1095–1099 (2010).21150899 10.1038/nature09587PMC3059767

[b32] KawauchiD. . A mouse model of the most aggressive subgroup of human medulloblastoma. Cancer Cell 21, 168–180 (2012).22340591 10.1016/j.ccr.2011.12.023PMC3285412

[b33] PeiY. . An animal model of MYC-driven medulloblastoma. Cancer Cell 21, 155–167 (2012).22340590 10.1016/j.ccr.2011.12.021PMC3285431

[b34] SwartlingF. J. . Pleiotropic role for MYCN in medulloblastoma. Genes Dev. 24, 1059–1072 (2010).20478998 10.1101/gad.1907510PMC2867210

[b35] ChoS. W., KimS., KimJ. M. & KimJ. S. Targeted genome engineering in human cells with the Cas9 RNA-guided endonuclease. Nat. Biotechnol. 31, 230–232 (2013).23360966 10.1038/nbt.2507

[b36] JinekM. . RNA-programmed genome editing in human cells. eLife 2, e00471 (2013).23386978 10.7554/eLife.00471PMC3557905

[b37] FuY. . High-frequency off-target mutagenesis induced by CRISPR-Cas nucleases in human cells. Nat. Biotechnol. 31, 822–826 (2013).23792628 10.1038/nbt.2623PMC3773023

[b38] HsuP. D. . DNA targeting specificity of RNA-guided Cas9 nucleases. Nat. Biotechnol. 31, 827–832 (2013).23873081 10.1038/nbt.2647PMC3969858

[b39] PattanayakV. . High-throughput profiling of off-target DNA cleavage reveals RNA-programmed Cas9 nuclease specificity. Nat. Biotechnol. 31, 839–843 (2013).23934178 10.1038/nbt.2673PMC3782611

[b40] ChoS. W. . Analysis of off-target effects of CRISPR/Cas-derived RNA-guided endonucleases and nickases. Genome Res. 24, 132–141 (2014).24253446 10.1101/gr.162339.113PMC3875854

[b41] JiangH. & WongW. H. SeqMap: mapping massive amount of oligonucleotides to the genome. Bioinformatics 24, 2395–2396 (2008).18697769 10.1093/bioinformatics/btn429PMC2562015

[b42] MugurumaK. . Ontogeny-recapitulating generation and tissue integration of ES cell-derived Purkinje cells. Nat. Neurosci. 13, 1171–1180 (2010).20835252 10.1038/nn.2638

[b43] SatoY. . Stable integration and conditional expression of electroporated transgenes in chicken embryos. Dev. Biol. 305, 616–624 (2007).17362912 10.1016/j.ydbio.2007.01.043

[b44] GuschinD. Y. . A rapid and general assay for monitoring endogenous gene modification. Methods Mol. Biol. 649, 247–256 (2010).20680839 10.1007/978-1-60761-753-2_15

[b45] ZhangJ., KobertK., FlouriT. & StamatakisA. PEAR: a fast and accurate Illumina Paired-End reAd mergeR. Bioinformatics 30, 614–620 (2014).24142950 10.1093/bioinformatics/btt593PMC3933873

[b46] KeaneT. M. . Mouse genomic variation and its effect on phenotypes and gene regulation. Nature 477, 289–294 (2011).21921910 10.1038/nature10413PMC3276836

[b47] RobinsonG. . Novel mutations target distinct subgroups of medulloblastoma. Nature 488, 43–48 (2012).22722829 10.1038/nature11213PMC3412905

[b48] SaeedA. I. . TM4: a free, open-source system for microarray data management and analysis. Biotechniques 34, 374–378 (2003).12613259 10.2144/03342mt01

# Supplementary material for: Somatic CRISPR/Cas9-mediated tumour suppressor disruption enables versatile brain tumour modelling
**Source:** Nat Commun. 2015 Jun 11;6:7391. doi: 10.1038/ncomms8391
**Supplement:** Supplementary Figures and Table — Supplementary Figures 1-10 and Supplementary Table 1

## Supplementary Figure 1 SURVEYOR assay

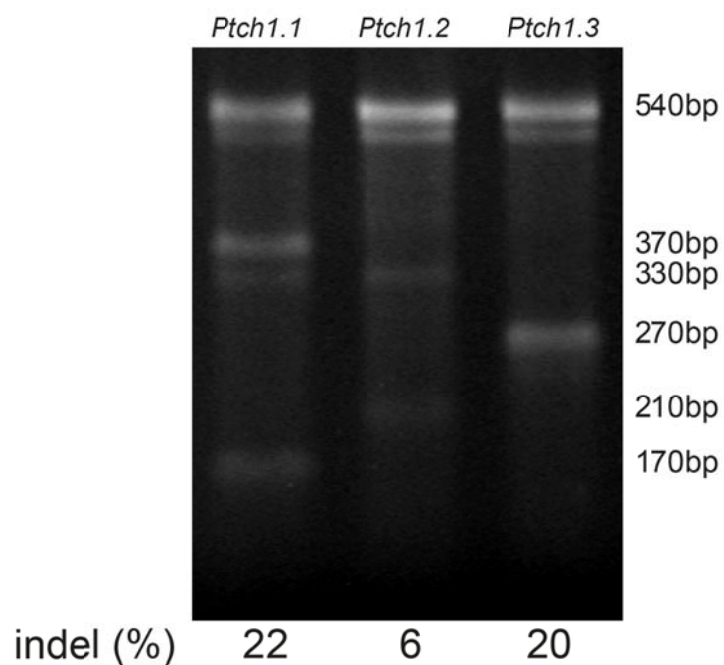

**Supplementary Figure 1: Validation of gRNAs directed against the 2<sup>nd</sup> exon of the *Ptch1* gene using the SURVEYOR assay.** Three different gRNAs (*Ptch1.1-Ptch1.3*) were tested for their efficiency of inducing indels. The upper bands indicate the unmodified PCR product (540 bp), the lower bands indicate SURVEYOR nuclease cleavage products (370-170 bp). Indel ratios were calculated as described in the methods section.

Supplementary Figure 2  
P0 stereotactic cerebellar injections

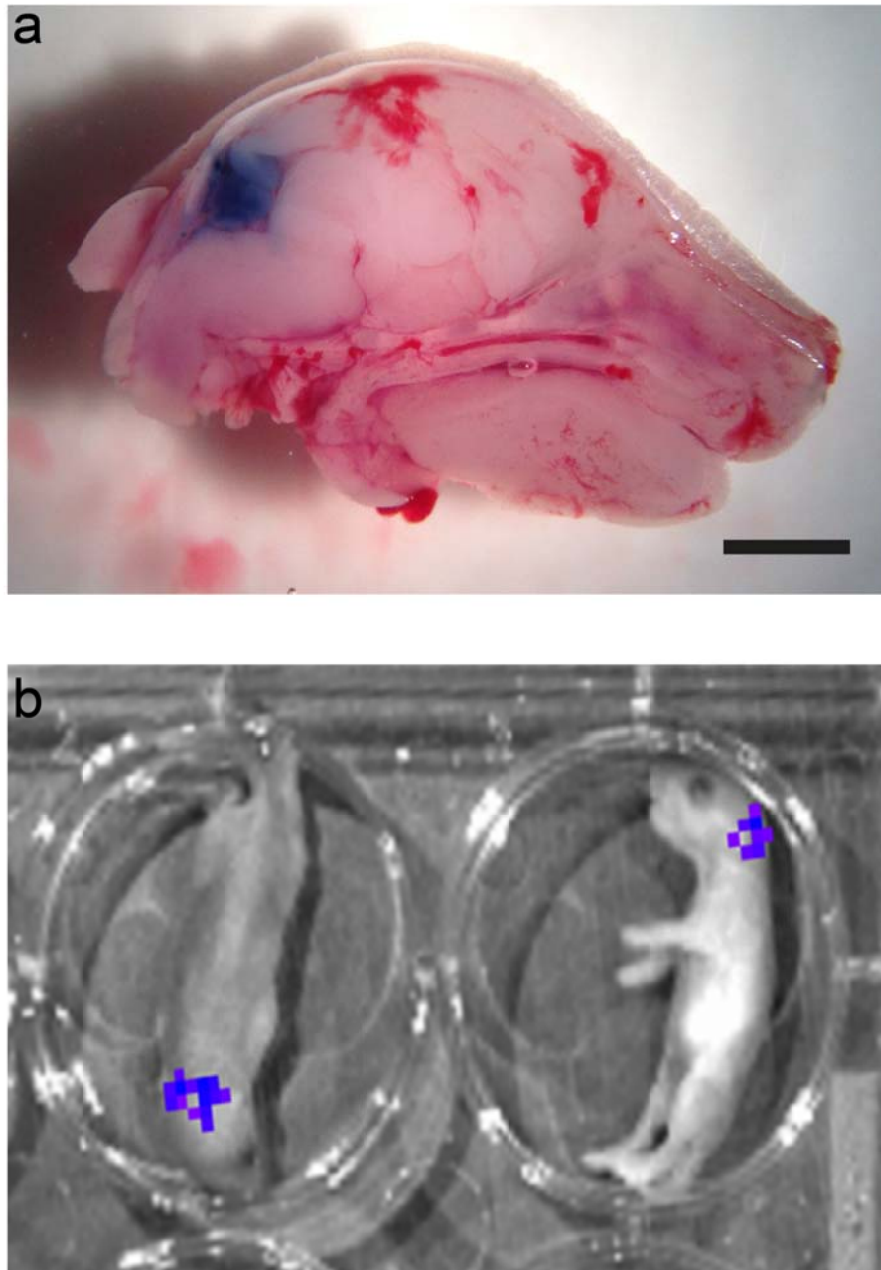

**Supplementary Figure 2: Validation of stereotactic injections.** (a) 1 $\mu$ l of trypan blue was injected to control for valid stereotactic coordinates. Sagittal section through the neonatal head showing successful injection into the cerebellum. Scale bar: 2mm. (b) Two days after PEI-mediated co-transfection of a plasmid encoding luciferase, transgene expression was assessed using intravital bioluminescence imaging.

# Supplementary Figure 3 Sequencing after P0 PEI-mediated *gPtc1.1*/Cas9 transfection

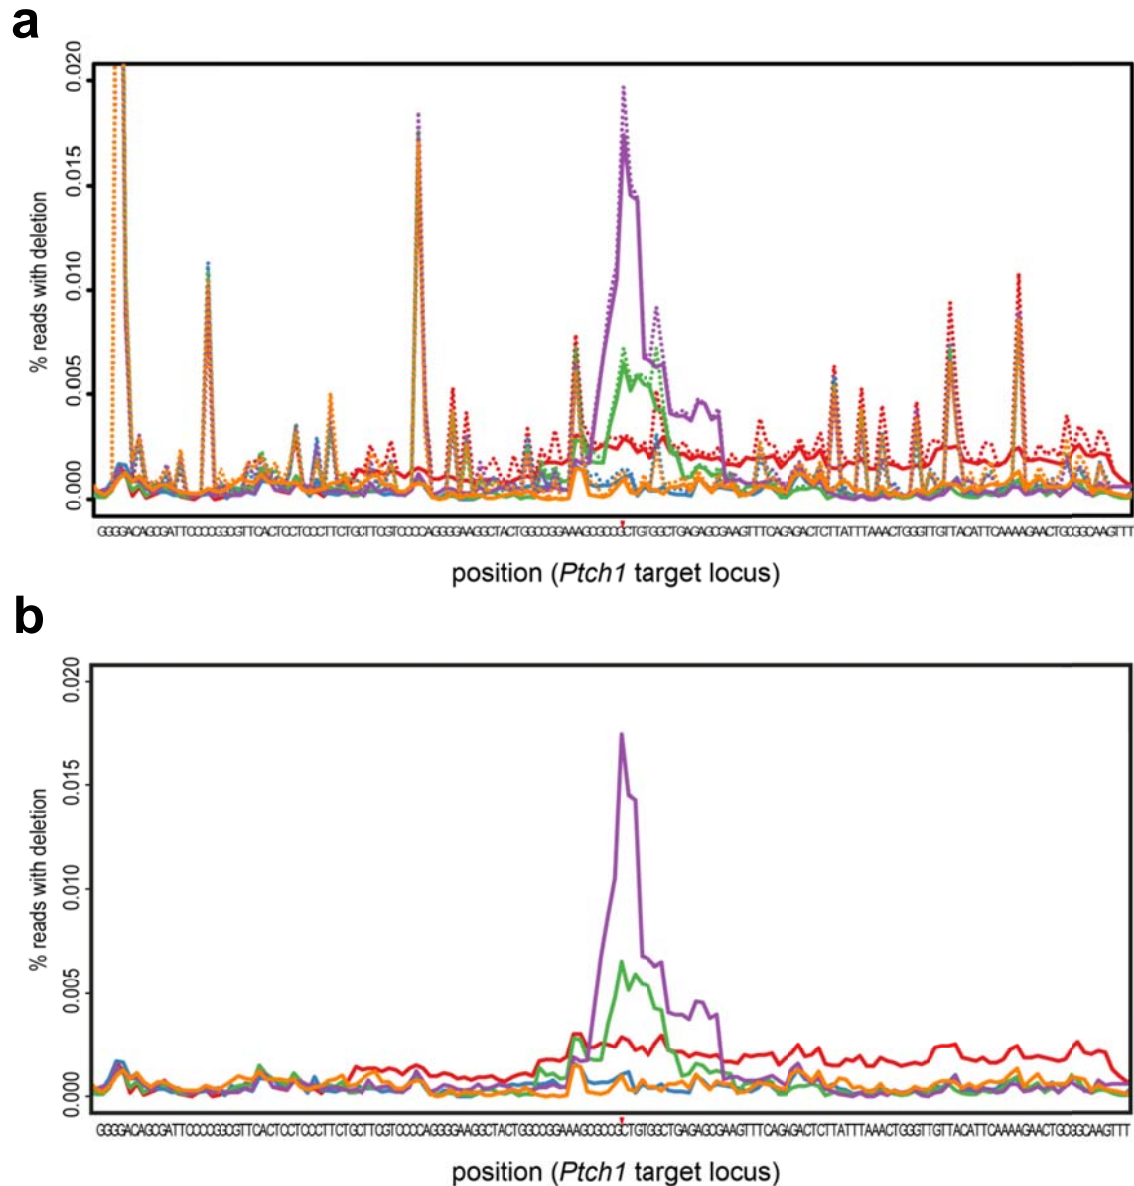

**Supplementary Figure 3: Deep sequencing of the *Ptc1* target locus from cerebella of 5 mice seven days after in vivo transfection of pX330 *gPtc1.1*/Cas9 plasmids.** Percentages of reads with the specific base pair deletion indicated on the Y-axis were plotted against the sequence of the target locus. The raw data potentially include sequencing artifacts that usually affect single base pairs (dashed line, a). Therefore, single base pair deletions were omitted (b).

Supplementary Figure 4  
Small proliferative neoplastic lesions found in  
WT and *Trp53*<sup>+/-</sup> mice

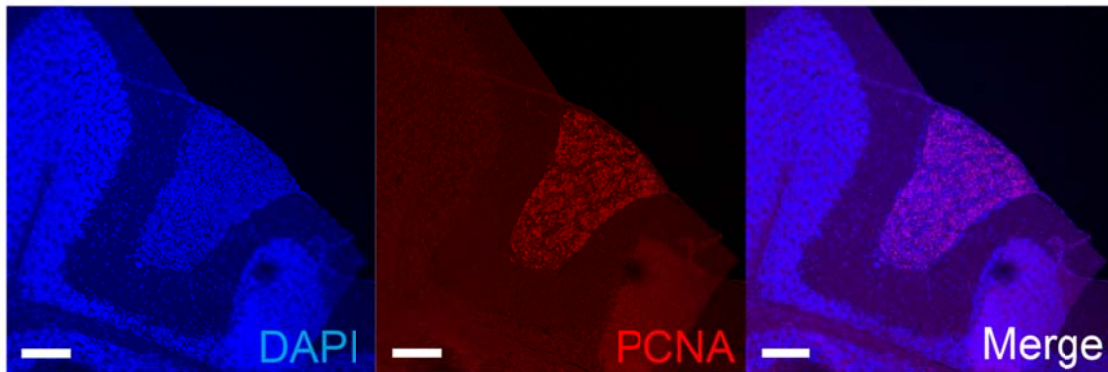

**Supplementary Figure 4: Proliferative neoplastic lesions.** Immunofluorescence analysis of small neoplastic lesions identified in WT and *Trp53*<sup>+/-</sup> animals after pX330 gP<sub>td</sub>1/Cas9 injection. PCNA-positivity (red) demonstrates the proliferative state of these cells. Scale bars: 100 μm.

## Supplementary Figure 5 Tumor latencies

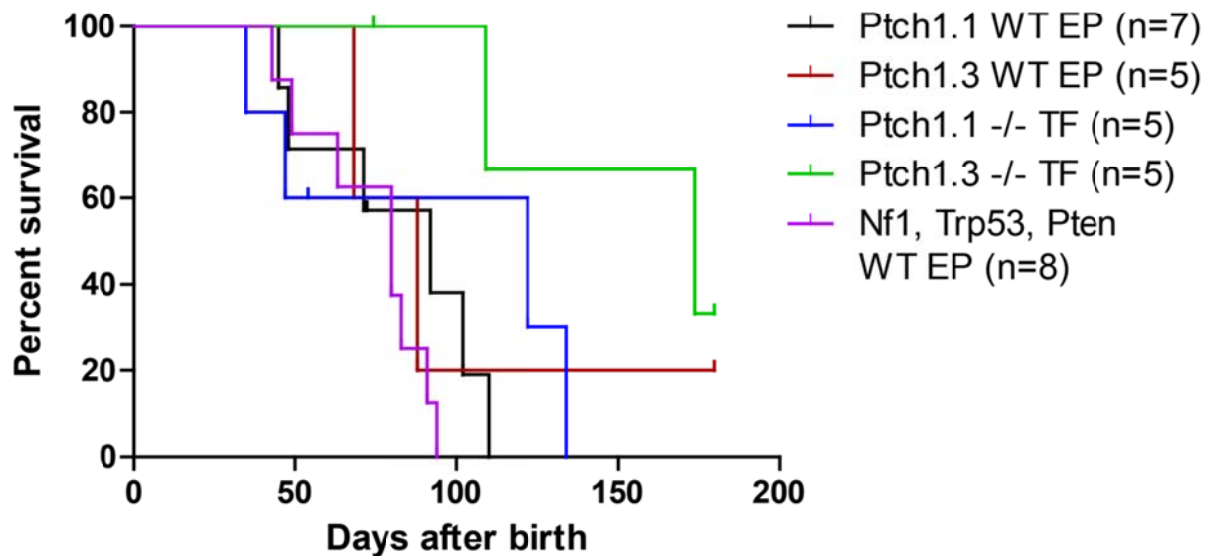

**Supplementary Figure 5: Mouse survival after in utero electroporation or PEI transfection of indicated constructs.** Kaplan-Meier plot of mice that developed neurological symptoms at the indicated time point, which were subsequently sacrificed and found to harbor an MB. The figure legend indicates the delivered gRNA, the genotype of transfected mice (wild type (WT) or Trp53-null (-/-)) and the approach used (EP = in utero electroporation; TF = PEI transfection). Mice sacrificed after control intervals are censored in this plot (vertical dashes).

## Supplementary Figure 6

### Cells targeted by cerebellar *in utero* EP

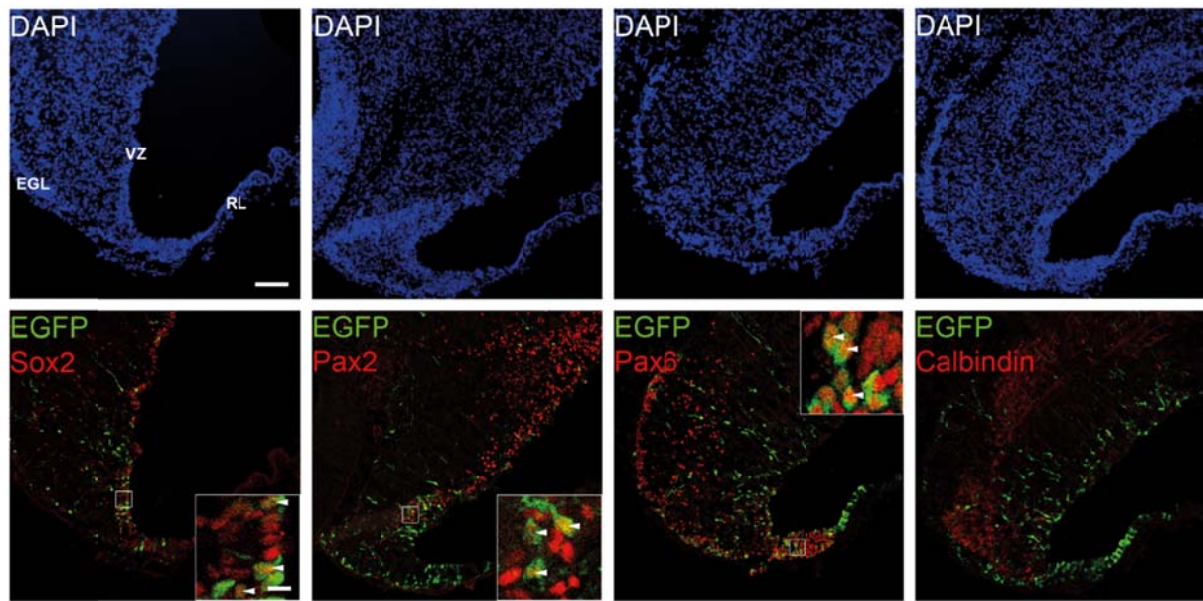

**Supplementary Figure 6: Identification of cells targeted by in utero electroporation of GFP.** Immunofluorescence analysis of murine cerebella at embryonic stage E15.5 two days after electroporation of a GFP expression vector showing that Pax2+, Pax6+ as well as Sox2+ cells can be targeted via in utero electroporation. Arrow heads indicate cells co-expressing GFP and the indicated marker. VZ = ventricular zone; RL = rhombic lip; EGL = external granule layer. Scale bars: 100µm (upper panel); 10µm (lower panel magnified insets).

## Supplementary Figure 7

### Validation of *in utero* electroporation by *in vivo* luciferase imaging

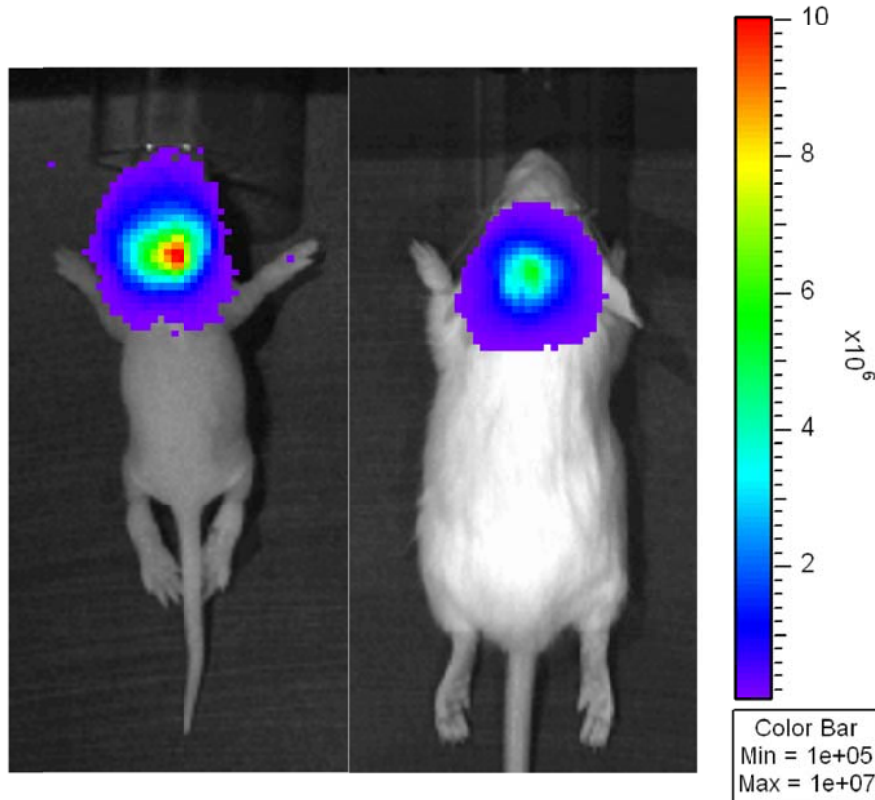

**Supplementary Figure 7: Luciferase imaging after *in utero* electroporation.** Cerebellar cells were co-electroporated with the pT2K-IRES-luciferase and pCAGGS-T2TP plasmids allowing for subsequent validation of successful electroporation and transgene expression. Animals were subjected to luciferase imaging at P2 (left mouse) and P20 (right mouse).

Supplementary Figure 8  
Enlarged cerebellum after *gPtch1.1/Cas9* in utero EP

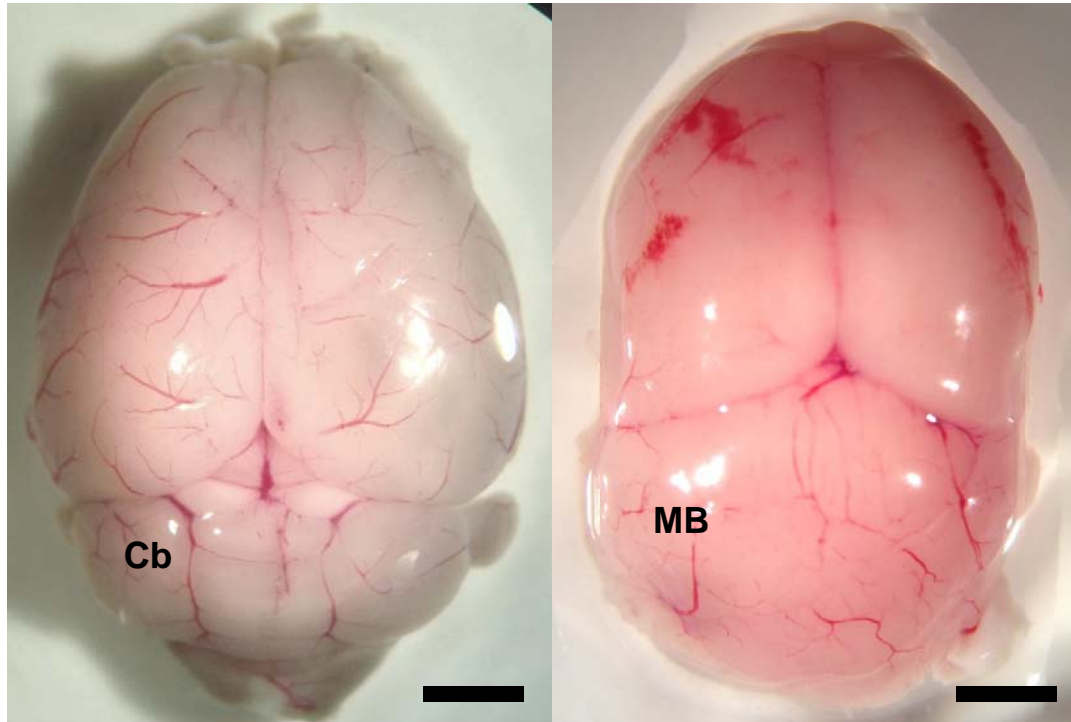

**Supplementary Figure 8: Enlarged cerebellum after in utero electroporation of *gPtch1/Cas9*.** Brains were dissected from either a WT mouse (left panel) or an animal electroporated with pX330 *gPtch1/Cas9* that became symptomatic 7 weeks after birth (right panel). Cb = Cerebellum; MB = Medulloblastoma. Scale bars: 2.5mm.

### Supplementary Figure 9

*Ptch1* locus is disrupted in tumors induced with *gPtch1.1/Cas9*

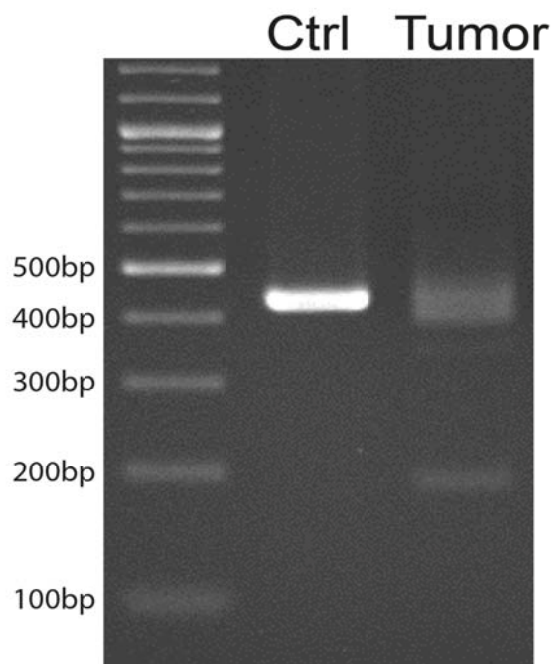

**Supplementary Figure 9: The *Ptch1* locus is disrupted in tumors induced with *gPtch1/Cas9*.** The targeted locus was amplified from genomic DNA of normal brain control (Ctrl) or tumor tissue (Tumor) and analyzed on an agarose gel.

Supplementary Figure 10  
H&E histology and immunofluorescence (IF) staining  
of small neoplastic lesions

TF; *Trp53*<sup>+/-</sup> neoplasia

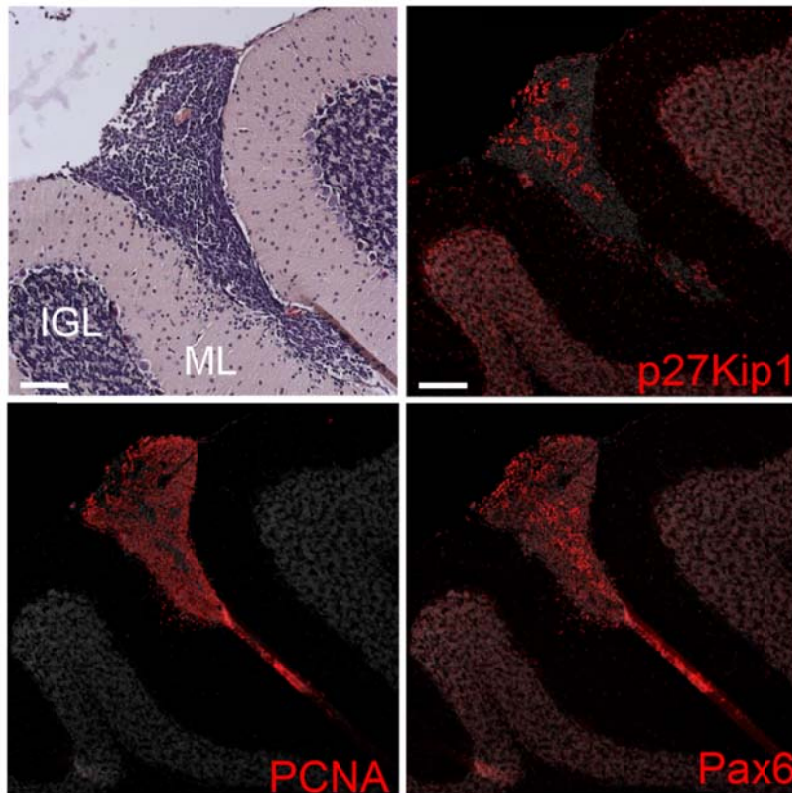

**Supplementary Figure 10: H&E histology and immunofluorescence (IF) staining of a small neoplastic lesion induced in a *Trp53*<sup>+/-</sup> animal.** The hypercellular lesion shows marked proliferation (PCNA) and expression of the granule cell marker Pax6. A fraction of cells have become postmitotic and stain positive for p27Kip1. (IGL, internal granule cell layer; ML, molecular layer). Scale bars: 100µm.

## Supplementary Table 1

### Mouse IDs

|                         |       | <b>Tumor</b> | <b>Method</b> | <b><i>Trp53</i><br/>genotype</b> | <b>Mouse_ID</b>                         |
|-------------------------|-------|--------------|---------------|----------------------------------|-----------------------------------------|
| Figure1                 | a     | -            | -             | -                                | -                                       |
|                         | b     | MB           | TF            | WT                               | MZ7                                     |
|                         | b     | MB           | TF            | -/+                              | 259                                     |
|                         | c     | MB           | TF            | -/-                              | 261                                     |
|                         | d     | MB           | EP            | WT                               | MZ38                                    |
|                         | e     | MB           | TF            | WT                               | MZ7                                     |
|                         | f     | MB           | TF            | -/-                              | 261                                     |
|                         | g     | MB           | EP            | WT                               | MZ38                                    |
| Figure2                 | a,b   | MB           | TF            | -/-                              | 261, 248, 256<br>DK002, DK003,<br>DK004 |
|                         | a,b   | MB           | EP            | WT                               | DK004                                   |
|                         | c,d,e | MB           | TF            | -/-                              | 261                                     |
|                         | c,d,e | MB           | EP            | WT                               | DK002, DK003                            |
|                         | f     | MB           | TF            | -/-                              | 261                                     |
|                         | f     | MB           | EP            | WT                               | DK002                                   |
| Figure3                 | a     | GBM          | EP            | WT                               | MZ3_2                                   |
|                         | b     | GBM          | EP            | WT                               | MZ3_1                                   |
|                         | c     | GBM          | EP            | WT                               | MZ3_1                                   |
| Supplementary Figure 4  |       | MB           | TF            | WT                               | MZ7                                     |
| Supplementary Figure 8  |       | MB           | EP            | WT                               | MZ38                                    |
| Supplementary Figure 9  |       | MB           | TF            | WT                               | MZ7                                     |
| Supplementary Figure 10 |       | MB           | TF            | -/+                              | 259                                     |

How the deposited data were processed for this re-analysis (not part of the article)

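Expression was measured on Affymetrix Mouse Genome 430 2.0 arrays in 23 samples: 2 EP and 1 TF CRISPR-Ptch1 tumours, 4 *Ptch1*+/-, 5 MERP and 4 GTML tumours, 3 GNP samples and 4 adult cerebella. The authors computed the values with Affymetrix Expression Console 1.3.1 by RMA on a log2 scale. Which arrays were normalized together is not stated. The values were used as given, 0 were missing, and no column was left unused. Other mouse models and tumours of the study were not analysed here.

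Of 45101 probe sets, those annotated to 1 gene were kept, 34754 of them matched through their Entrez identifier, which gave 18194 genes (9182 with a single probe set). Probe sets annotated to several genes or to none were left out of the gene comparisons. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with default settings) in 1 fit of 6 groups, and p-values were adjusted by the Benjamini-Hochberg method over all genes of a comparison. A gene was called changed at an adjusted p under 0.05, without a fold minimum. No detection calls are given, and a group mean near or below the lower quartile of the arrays (4.40 to 4.61) was read as near background, where a fold change is a lower limit. This reading was chosen after seeing the data. The 6 comparisons were CRISPR-Ptch1 tumours against each of the 5 other groups, and MERP against *Ptch1*+/- as a yardstick.

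On simulated arrays with 67 genes changed by a log2 of 1, the fit recovered 74.6% of them against adult cerebellum, 73.1% against GNPs and 77.6% against each of *Ptch1*+/-, MERP and GTML. For a log2 change of 0.5 it recovered between 11.9% and 22.4% in these comparisons. These simulations changed few genes, which makes the adjusted threshold stricter than in the real comparisons, so the shares do not carry over to them.

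Gene lists were written from general knowledge without looking at the values, apart from the paper's own: SHH target genes named by the paper, SHH pathway, granule neuron precursor identity, proliferation, cell cycle exit, mature granule neurons, Purkinje cells, inhibitory interneurons, astrocytes and Bergmann glia, oligodendrocytes, oligodendrocyte precursors, neural stem cells, microglia and macrophages, endothelial cells and pericytes, erythroid cells, choroid plexus, meninges and fibroblasts, skeletal muscle, T and B lymphocytes, WNT, Group 3 and Group 4 subgroups, MYC and MYCN targets of ribosome production, p53 targets, interferon response, antigen presentation, immediate early genes, hypoxia, X inactivation and Y chromosome, and the genes the paper targets or stains for. The last list also holds *Myc*, *Mycn* and *Ctnnb1*, which the paper names only in its mouse models. The list of MYC and MYCN targets also holds *Cad*, *Ldha*, *Odc1* and *Hspd1*, which are not genes of ribosome production. Each list was tested against all other genes with camera at its preset correlation between genes of 0.01, and again with an estimated correlation. It was also tested with fry, which asks whether the genes of a list changed at all, not whether they differ from other genes. The p-values of each test were adjusted over the lists and the 6 comparisons together. Genes printed in the text come from these lists, from the paper's text and from the 12 highest and 12 lowest genes of each comparison, and which of them to print was chosen after the values were seen. The expression figure of the paper had been read before the lists were fixed.

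Similarity was the Pearson correlation over the 910 genes with the highest SD, averaged over the 3 CRISPR-Ptch1 tumours for each reference array, and groups of arrays were compared by exact permutation tests (Python 3.11.15, SciPy 1.17.1, numpy 2.4.6, pandas 2.3.3). Clustering used average linkage on 1 minus r, split into 4 clusters.

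Alternatives set before the data were examined were: centring or quantile-normalizing the arrays again, the mean of the probe sets or that with the highest SD, leaving out dim genes (10986 kept, above 7.311 in at least 3 arrays), eBayes with trend and robust, array weights, only the groups compared, at least 2-fold, EP or TF tumours alone, replicate number as a block, leaving out each array, and for the similarity the top 1%, top 20% or all genes, centred genes, Spearman correlation, uncollapsed probe sets and complete linkage. Chosen after seeing the data were centring and quantile normalization on the named genes alone and leaving out genes enriched in adult cerebellum. Centring and quantile normalization had by a slip been run on the gene table first, and those runs are the named-gene alternatives. Calls were also compared with those of other splits of the same arrays.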

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

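The tests for distant arrays and the comparison of the established models were set before any result, while the list comparisons below were weighed because their results stood out, and all explanations except those for the named-gene medians were chosen only after the result was seen.

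Some arrays lay far from the others of their group in the mean log2 of a gene list, by a test on the gap to the nearest array. Chance alone flags about 1 in 20 groups, or 7.4 of the 148 groups tested, and 11 were found, given here with the mean of the other arrays of the group. In *Ptch1*+/- tumour 1 these were Purkinje cell genes (6.76, others 6.24) and p53 targets (8.67, others 8.28), in tumour 3 the X inactivation and Y chromosome genes (5.47, others 8.06), and in tumour 4 endothelial (6.75, others 7.39) and interferon response genes (5.55, others 6.03). In GTML tumour 2 they were astrocyte (6.53, others 8.88), neural stem cell (7.24, others 8.34) and hypoxia genes (8.56, others 9.1), and in GTML tumour 4 choroid plexus (7.48, others 4.76) and SHH pathway genes (8.08, others 7.7). In MERP tumour 4 they were mature granule neuron genes (7.78, others 8.12). No CRISPR-Ptch1 tumour could be tested this way in groups of 2 and 1.

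The established models differed from each other in SHH target genes, which flagged them because the paper treats both as references. *Ptch1* was higher in MERP than in *Ptch1*+/- by a log2 of 1.19 (adjusted p = 5.93e-05, limma). Its other probe sets pointed the same way but did not pass (0.94, adjusted p = 0.0919, and 0.31, adjusted p = 0.0555). *Ptch1* is itself altered in both models, and its probe sets were not placed relative to the altered sequence. Its difference is therefore not read as one of SHH signalling. *Sfrp1* was at -0.94 (adjusted p = 0.0415), a call lost when any of 7 arrays was left out (adjusted p up to 0.133, values of -0.74 to -0.99). However, 3 other probe sets of *Sfrp1* were also lower, at -2.01 (adjusted p = 2.21e-05), -1.11 (adjusted p = 3e-04) and -1.02 (adjusted p = 0.0403). Groups of genes on which the paper does not comment were flagged by their distance from MERP: the mean log2 fold change was 2.70 for Purkinje cell genes, 1.57 for microglia and macrophage genes and -1.42 for immediate early genes, and against *Ptch1*+/- it was 2.95, 1.93 and -1.98.

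Mature cell-type genes in the EP tumours could come from adult cerebellum in the sample. The share of adult tissue implied by granule neuron genes was 5.79% and 23.2% in EP tumours 1 and 2, and that implied by Purkinje cell genes 3.84% and 14.1%, a ratio of 0.66 and 0.61, both inside the range of 0.5 to 2 set for this cause. Maturation of granule-lineage tumour cells alone would leave Purkinje cell genes unchanged, and with the highest ratio at 0.66 it is excluded as the sole cause. In EP tumour 2 the lists still differed (permutation p = 0.0014), so that some maturation may add to admixed tissue, and oligodendrocyte genes implied 7.99% there. In EP tumour 1 the lists did not differ (permutation p = 0.284) and oligodendrocyte genes implied 6.22%. Astrocyte genes implied 19.4% there and 23.8% in EP tumour 2, but single genes ranged from -0.89% to 75.6% and from -1.48% to 68.3%. Inhibitory interneuron genes implied 1.88% and 7.4% in EP tumours 1 and 2, below the granule neuron shares. Their single genes ranged from -3.11% to 50.3% and from 1.63% to 59.9%. No test compared the astrocyte or interneuron list with the others. In the TF tumour the ratio was 2.67 (permutation p = 0.103) with implied shares of 0.72% and 1.92%, which leaves its source open. Astrocyte, inhibitory interneuron and oligodendrocyte genes implied 10.6%, 1.52% and 0.79% there, with single astrocyte genes from -4.09% to 84.5%.

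Microglia and macrophage genes could follow from admixed adult tissue or from a lower share of tumour cells. The lowest CRISPR-Ptch1 tumour lay above the highest adult cerebellum by 1.57 in the list score (SD 0.069 between adult arrays), which excludes admixed cerebellum as the sole source. Their median log2 fold change against MERP exceeded that of 42 genes of 4 other cell types by 0.67 (permutation p = 0.064), so that a lower share of tumour cells remains possible. Macrophage entry after electroporation or transfection was not tested.

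Control probe sets also set CRISPR-Ptch1 arrays apart, which was tested only after the values were seen. The bacterial controls were at -1.07 against MERP arrays without overlap (exact permutation p = 0.0357, the smallest p possible), and did not pass against *Ptch1*+/- (-0.72, exact p = 0.114) or GTML (-0.99, exact p = 0.114). The gap between 3' and 5' controls was at -0.54 against *Ptch1*+/- without overlap (exact p = 0.0571, the smallest p possible) and -0.29 against MERP (exact p = 0.179). Against GNPs and adult cerebellum the bacterial controls differed by -0.02 (exact p = 0.8) and 0.08 (exact p = 0.343). How far labelling or RNA quality moved the gene counts against these models was not tested.

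Named genes were dimmer on *Ptch1*+/- than on MERP arrays, by -0.28 in the median (exact permutation p = 0.0317), and probe sets without a gene were brighter by 0.23 (exact p = 0.0317). Loss of RNA towards the 5' end could do this, but the gap between 3' and 5' controls differed by 0.25 (exact p = 0.254), which leaves it open. Labelling or hybridization could do so too, and the bacterial controls differed by -0.35 (SE 0.4, exact p = 0.429). Since that difference falls below the SD of 0.61 within the groups by less than its SE, this cause was left open, a stricter reading adopted after the value was seen.

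As many genes as in the real grouping were called in 1 split of the arrays, the real one, in every comparison. The highest count of another split was 5585 of 35 splits against adult cerebellum (real 8636), 5399 of 35 against *Ptch1*+/- (6704), 785 of 56 against MERP (2428), 5058 of 35 against GTML (6689) and 4661 of 100 between MERP and *Ptch1*+/- (5818), so that an arbitrary division of the arrays is excluded at 1 in 20. Against GNPs it was 1 of 10 splits (real 2500), too few splits to reach 1 in 20.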

How the results depend on the processing

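Alternatives named below as chosen after seeing the data are centring or quantile normalization on the named genes and leaving out adult-enriched genes, and the others were set beforehand. Where a value moved, the cause was not tested. The limits common to all results are 3 CRISPR-Ptch1 tumours of 2 delivery routes, array runs that cannot be separated from groups, and RNA of whole samples.

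With array weights (the weight estimation stopped early with a convergence warning in each comparison) the counts became 13148 against adult cerebellum, 9211 against GNPs and 7338 against MERP. At least 2-fold were 4245 against adult cerebellum, 1208 against GNPs, 2184 against *Ptch1*+/-, 719 against MERP, 2670 against GTML and 1092 between the models. Without dim genes the GNP count was 1659. The TF tumour alone, a single array tested with the spread of the other groups, gave 1629 against GNPs, 4315 against *Ptch1*+/-, 539 against MERP and 4045 against GTML. Centring on named genes gave 10084 against *Ptch1*+/-, 4115 against MERP and 10481 against GTML, and shifted the median log2 fold change of all genes from 0.12 to -0.36, from -0.02 to -0.22 and from 0.01 to -0.36, that against adult cerebellum from 0.02 to -0.15 and that between the models from 0.14 to -0.14. Against MERP, 1036 passed with only these groups in the fit, 1347 without adult-enriched genes and 1550 with the replicate number as a block (replicate block). Replicate numbers do not pair the samples.

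Leaving out each array in turn, the counts ranged over 7742 to 8120 against adult cerebellum, 1770 to 2567 against GNPs, 5527 to 7059 against *Ptch1*+/-, 1109 to 2702 against MERP (1109 without EP tumour 1, 1123 without EP tumour 2), 5382 to 6895 against GTML and 4800 to 6184 between the models. SHH target genes passing were always 7 against adult cerebellum and GTML, 1 to 2 against GNPs (2 without EP tumour 2), 3 to 4 against *Ptch1*+/- and 0 to 3 against MERP (0 without EP tumour 1 or 2, 1 without MERP tumour 1, 2, 3 or 4). The similarity differences ranged over 0.392 to 0.436 for GTML, 0.06 to 0.074 for GNPs and 0.597 to 0.807 for adult cerebellum.

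The SHH target genes passing against GNPs were 0 with the highest-SD probe set, 6 with array weights, 2 with only these groups and 2 with the TF tumour alone. Against *Ptch1*+/- they were 2 at 2-fold and 1 with the TF tumour alone, and against MERP 0 with only these groups, 1 at 2-fold and 0 with the TF tumour alone. The similarity difference from GNPs was 0 over all genes, 0.032 (exact p = 0.209) with the highest-SD probe sets and -0.056 with all probe sets. Over all list tests, 57 passed with camera at its preset correlation, 6 with an estimated correlation and 85 with fry. Since fry does not compare a list with other genes, its count cannot be set beside those of camera.

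Of 142 gene results, 121 were called. Over 3015 alternative values 2846 left the result as it was, called or not, 109 lost a call, 23 gained one and 37 turned direction, mostly where the value was near 0. Turned against adult cerebellum was *Cdkn1b* (-0.07 named-gene centring, -0.06 weights, -0.01 EP alone; -0.01 to 0.2 leaving out 1 array). Against GNPs these were *Pcna* (0 quantile, 0.01 and 0.03 named-gene centring and quantile), *Cdkn1b* (0.17 mean of probe sets, 0.57 highest SD), *Ptch1* (-0.07 highest SD), *Sfrp1* (0.63 mean, 0.87 TF alone, -0.86 to 0.17 leaving out 1 array) and *Boc* (-0.2 EP alone, -0.04 block, -0.2 to 0.32 leaving out 1 array). Against *Ptch1*+/- these were *Rbfox3* (-0.23 named-gene centring, -0.25 mean), *Mycn* (-0.27 named-gene centring) and *Ptch1* (-0.18 mean, -1.53 highest SD). Against MERP these were *Pcna* (-0.08), *Cdkn1b* (0.25 mean, 0.87 highest SD), *Mycn* (-0.03), *Gli2* (-0.13, -0.01, -0.08, -0.09, and -0.09 to 0.22 leaving out 1 array), *Ptch1* (0.02 TF alone, 0.04 without EP tumour 2) and *Boc* (0.16 TF alone), and against GTML *Ptch1* (-0.66 highest SD).

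Calls lost by leaving out 1 array included *Gli1* against *Ptch1*+/- (-0.59 without EP tumour 2), *Gli1* against MERP (-0.84 and -0.61 without EP tumour 1 and 2), *Sfrp1* against MERP (-1.12 and -0.79 likewise, -1.18 to -1.25 without MERP tumour 1, 2, 3 or 4), *Kdm5d*, *Mobp*, *Cdkn1b* and *Rbfox3* against MERP, *Rbfox3* against adult cerebellum (-0.56 without EP tumour 1, -0.65 to -0.66 without adult cerebellum 1, 2 or 3), and *Sfrp1* between the models (-0.74 to -0.99 without *Ptch1*+/- tumour 1, 2 or 4 or MERP tumour 2, 3, 4 or 5). With the top 1% of genes, 1 CRISPR-Ptch1 tumour clustered with GNPs.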

Differences from the paper's values

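The comparisons with the paper's numbers were set before the data were examined, and the statements after them were chosen once the results were seen. The paper's text gives 3 TF and 3 EP tumours on arrays, and 1 TF and 2 EP tumours were analysed here. No alternative applies to these numbers. The paper gives 1076 genes in the top 5% by SD, against 910 here. With all probe sets, those without a gene included, the number is 2255.

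The paper describes the SHH target genes as expressed at levels comparable to other *Ptch1* tumours and GNPs. *Gli1*, *Sfrp1* and *Boc* were lower than in *Ptch1*+/- tumours, with the call of *Gli1* lost without EP tumour 2. The gap was wider in the EP tumours: with the TF tumour alone, a single array, *Sfrp1* was at -1.03 (adjusted p = 0.121) and *Boc* at -0.29 (adjusted p = 0.475), and the calls of all 3 were lost. *Gli1* and *Sfrp1* were also lower than in MERP, but both calls were lost without EP tumour 1 or EP tumour 2, and that of *Sfrp1* rests on 1 of 5 probe sets. The paper describes the tumours as distinct from GNPs. On the top 5% of genes, as in the paper, the *Ptch1* models were closer than GNPs by 0.069 in r (exact p = 0.00909) and 0 tumours clustered with GNPs. Over all genes the difference was 0 (exact p = 0.991). With all probe sets it was -0.056 (exact p = 0.3), and the 3 tumours clustered with GNPs. That setting includes probe sets without a gene, whose part in the result was not tested. In Fig. 2a an EP tumour stands beside the GNPs and another at the edge of the tumours next to adult cerebellum, whereas here all 3 shared a cluster with the *Ptch1* models.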

Other observations

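These observations were chosen only after the results were seen. Genes the paper stains for: *Pcna* was higher than in adult cerebellum by a log2 of 2.25 (SE 0.15) and than in *Ptch1*+/- by 0.53 (SE 0.15), and did not pass against GNPs (-0.06, SE 0.16) or MERP (0.12, SE 0.14). The call of *Pcna* against *Ptch1*+/- was lost in 3 alternatives, with values down to 0.05. *Cdkn1b*, which encodes the cell cycle inhibitor p27, was at -0.66 (SE 0.13) against *Ptch1*+/- and -0.37 (SE 0.12) against MERP, where the call was lost when any of 6 arrays was left out and turned to 0.25 and 0.87 with the mean of the probe sets and that of highest SD, and did not pass against adult cerebellum (0.10, SE 0.13) or GNPs (-0.22, SE 0.14). *Rbfox3*, which encodes NeuN, was at -0.66 (SE 0.25) against adult cerebellum, a call lost without EP tumour 1 or adult cerebellum 1, 2 or 3, and higher than in MERP by 0.80 (SE 0.23), a call lost without EP tumour 1 or 2, the TF tumour or MERP tumour 4 (adjusted p = 0.0536 to 0.111) and at 0.43 with the mean of the probe sets. The list of genes the paper targets or stains for also holds *Myc*, *Mycn* and *Ctnnb1*, which the paper names only in its mouse models. Of the 15 measured genes of this list, 11 were higher than in GTML (11 adjusted over the list alone). The camera test gave an adjusted p = 2.04e-08 (adjusted p = 0.0254 with an estimated correlation). Against adult cerebellum 8 were higher and 2 lower (8 and 2 over the list alone).

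Smaller groups moved as follows. Of 9 cell cycle exit genes, 6 were higher and 1 lower than in GTML (7 and 1 over the list alone), and 3 lower than in MERP (3 over the list alone). Against *Ptch1*+/-, 4 were higher and 1 lower (4 and 3 over the list alone). Of 8 inhibitory interneuron genes, 7 were lower than in adult cerebellum (7 over the list alone; adjusted p = 0.000657, adjusted p = 0.175 with an estimated correlation), and of 11 astrocyte genes 7 (7 over the list alone; adjusted p = 0.00589, adjusted p = 0.572 with an estimated correlation). Of 10 neural stem cell genes, 8 were higher than in GTML (8, and 1 lower, over the list alone; adjusted p = 0.000666, adjusted p = 0.252 with an estimated correlation). These genes had a mean of 7.24 in GTML tumour 2, against 8.34 in the other GTML tumours, which widens that gap. Of 10 antigen presentation genes, 2 were higher than in GNPs (6 over the list alone). Of 3 erythroid genes, 2 were lower than in GNPs and than in adult cerebellum (2 over the list alone in each). Of 12 WNT subgroup genes, 4 were higher and 2 lower than in adult cerebellum (4 and 2 over the list alone). Of 14 p53 targets, 4 were higher and 7 lower than in adult cerebellum (4 and 8 over the list alone), with *Eda2r* at 5.06, *Pmaip1* at 3.24 and *Perp* at -1.74. Of 11 interferon response genes 0 changed against MERP (0 over the list alone), though the TF tumour had a list mean of 8.13 against 6.13 ± 0.10 (SD, n = 2) in EP. No gene of 8 skeletal muscle or 7 lymphocyte genes passed against MERP (0 over the list alone).

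Against MERP, the plasma cell genes *Jchain* and *Igha* were at -3.75 (SE 0.77) and -2.54 (SE 0.51) and the macrophage gene *Chil3* at -4.10 (SE 0.46), with *Jchain* and *Chil3* near background in the CRISPR-Ptch1 tumours (4.42 and 4.10), so that their decreases are lower limits. Between MERP and *Ptch1*+/-, *Pdlim3* was at 5.09 (SE 0.58) and *Mdk* at 3.37 (SE 0.33), and *Malat1*, a nuclear RNA, at -4.09 (SE 0.52). *Ttr*, a choroid plexus gene, was at 14.23 in the TF tumour and at 7.92 and 6.94 in EP tumours 1 and 2, and did not pass against GNPs (-5.13, SE 2.45).

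Of the 4 X inactivation and Y chromosome genes, *Kdm5d* alone passed against MERP, at 3.84 (SE 1.26; 3 higher and 1 lower over the list alone). The call was lost without EP tumour 1 (3.12), the TF tumour (2.86) or any 1 MERP tumour (3.77 to 3.89), with adjusted p = 0.0625 to 0.213. The MERP mean of *Kdm5d* lay below background (2.96), so its increase is a lower limit. *Xist* was at 13.19 in EP tumour 2 and at 5.92 and 5.87 in EP tumour 1 and the TF tumour, while all MERP tumours lay between 12.35 and 13.8, so that the sexes of the groups were not matched. GNPs carried both *Xist* (11.74 to 13.2) and *Kdm5d* (7.65 to 7.94), and the labels do not say whether they were pooled.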
